# Co-Expression Networks Unveiled Long Non-Coding RNAs as Molecular Targets of Drugs Used to Treat Bipolar Disorder

**DOI:** 10.3389/fphar.2022.873271

**Published:** 2022-04-08

**Authors:** Trang TT. Truong, Chiara C. Bortolasci, Briana Spolding, Bruna Panizzutti, Zoe SJ. Liu, Srisaiyini Kidnapillai, Mark Richardson, Laura Gray, Craig M. Smith, Olivia M. Dean, Jee Hyun Kim, Michael Berk, Ken Walder

**Keywords:** bipolar disorders, co-expression network, WGCNA, mood stabilizers, lncRNAs, treatments, mood disorders

## Abstract

Long non-coding RNAs (lncRNAs) may play a role in psychiatric diseases including bipolar disorder (BD). We investigated mRNA-lncRNA co-expression patterns in neuronal-like cells treated with widely prescribed BD medications. The aim was to unveil insights into the complex mechanisms of BD medications and highlight potential targets for new drug development. Human neuronal-like (NT2-N) cells were treated with either lamotrigine, lithium, quetiapine, valproate or vehicle for 24 h. Genome-wide mRNA expression was quantified for weighted gene co-expression network analysis (WGCNA) to correlate the expression levels of mRNAs with lncRNAs. Functional enrichment analysis and hub lncRNA identification was conducted on key co-expressed modules associated with the drug response. We constructed lncRNA-mRNA co-expression networks and identified key modules underlying these treatments, as well as their enriched biological functions. Processes enriched in key modules included synaptic vesicle cycle, endoplasmic reticulum-related functions and neurodevelopment. Several lncRNAs such as *GAS6-AS1* and *MIR100HG* were highlighted as driver genes of key modules. Our study demonstrates the key role of lncRNAs in the mechanism(s) of action of BD drugs. Several lncRNAs have been suggested as major regulators of medication effects and are worthy of further investigation as novel drug targets to treat BD.

## Introduction

Bipolar disorder (BD) is among the top 10 causes of disability globally with potentially devastating consequences for individuals as well as wider society (Association, 2013; James et al., 2018). Although pharmacotherapy is the first-line management for BD, suboptimal outcomes and treatment-resistance are common, and polypharmacy is often required (Garnham et al., 2007; Kukreja et al., 2013; Fornaro et al., 2016). Despite the pressing demand for new therapeutic agents, new drug discovery for BD remains stagnant due to our lack of understanding of both the underlying pathophysiology of the disorder and the mechanism(s) of action of currently available drugs.

Studies have suggested a role for dysregulation of gene expression in the pathophysiology of BD, not only with protein-coding but also with non-coding RNAs (Ponting et al., 2009; Zuo et al., 2016; Luykx et al., 2019). Most of the non-coding transcriptome is made up of long non-coding RNAs (lncRNAs). These comprise >200 nucleotides, and are key regulators of gene expression possibly via epigenetic regulation and chromatin remodelling (Hrdlickova et al., 2014). LncRNAs are highly expressed in the brain, and they may contribute to the development of psychiatric diseases including BD (Qureshi et al., 2010; Zuo et al., 2016; Bella and Campo, 2021). In a genome-wide association study (GWAS), Hou *et al.* found a significant association between lithium response and four single nucleotide polymorphisms (SNPs) in a region containing two lncRNAs, suggesting a role for these lncRNAs in the biological mechanism(s) of lithium (Hou et al., 2016). Given that little is known regarding how lncRNAs may be involved in the mechanism(s) of action of drugs used to treat BD, comprehensive gene expression analysis that includes lncRNAs will help to elucidate the transcriptional perturbations underlying the therapeutic effects.

When researching brain disorders, reductionist approaches are still dominant: individual candidate receptors or genes are often analysed singly, disregarding their interaction with other molecular factors. To mitigate such limitation, network-based approaches that consider modules of genes as key regulators offer a complementary method to address the complex dysregulation occurring in neuropsychiatric conditions such as BD (Gaiteri et al., 2014). Moreover, it remains unclear how most genes function, which has become more puzzling with the recent identification of novel non-coding genes. A detailed global view of genome-wide transcriptional perturbations can be yielded with the advent of high-throughput sequencing technologies. Genes with functional linkages tend to be co-expressed across various biological states, and co-expression networks yielded from RNA-sequencing data can infer gene function and molecular mechanisms by associating genes of unknown function with biological processes (Gaiteri et al., 2014; Okamura et al., 2015).

In the current study, we investigated the mechanism(s) of action of four widely prescribed BD drugs (i.e., lamotrigine, lithium, quetiapine and valproate) using network-based approaches, with an emphasis on the role of lncRNAs. We hypothesised that mRNA-lncRNA crosstalk and regulatory patterns in neuronal cell models will unveil insights into the complex mechanisms of BD drugs and highlight potential new targets for drug development.

## Materials and Methods

The summary flowchart of the methodology was demonstrated in Figure 1.

**FIGURE 1:**
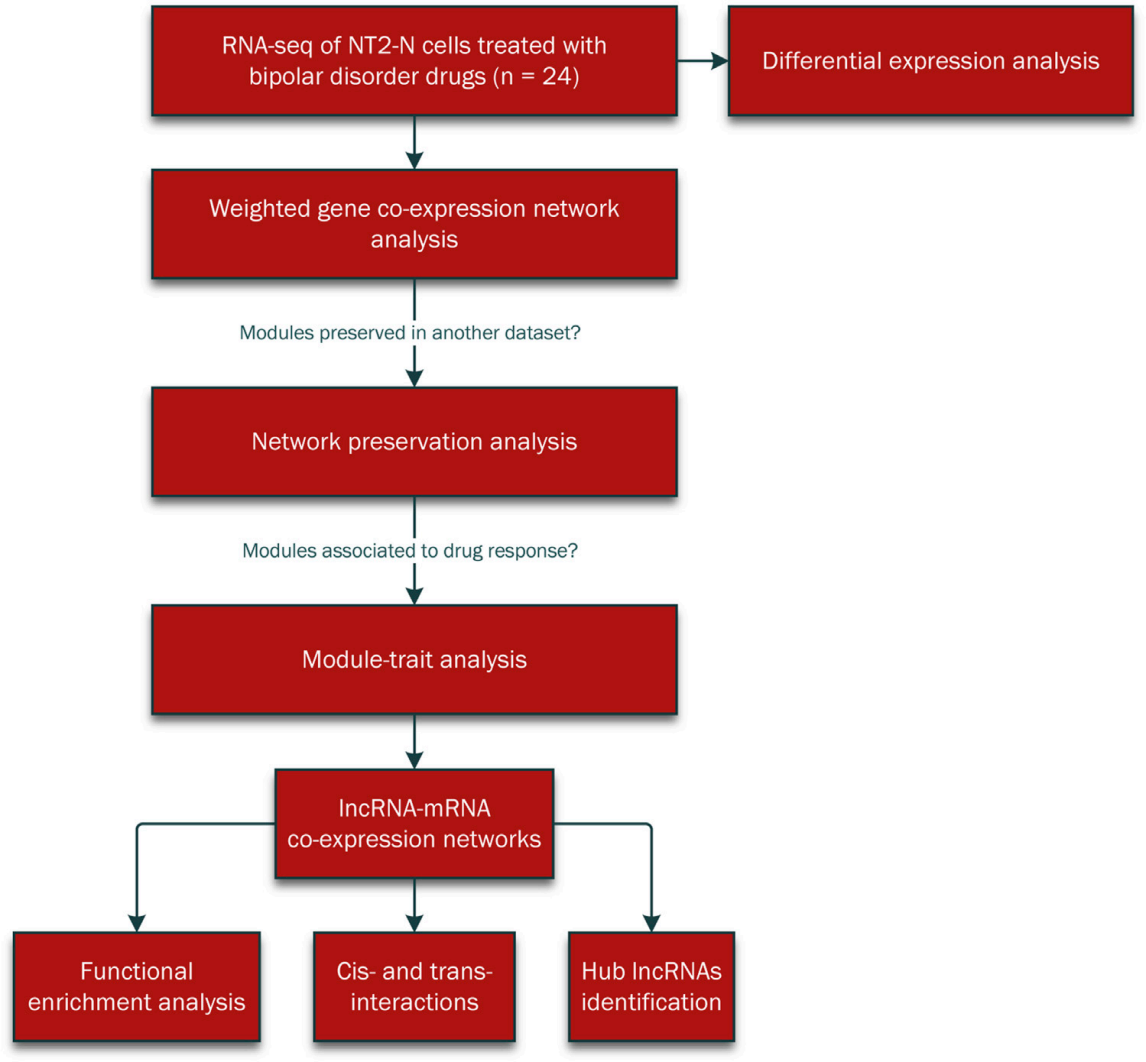
The methodology workflow the current study.

### Cell Culture

For the model of human neurons, the study used NT2 human teratocarcinoma cells (CVCL_0034, ATCC, Manassas, VI, United States), differentiated into post-mitotic neuronal cells (NT2-N) after treatment with retinoic acid (Pleasure et al., 1992; Megiorni et al., 2005). Cells were cultured and differentiated as previously described (Bortolasci et al., 2018). Concisely, NT2 cells were maintained in Dulbecco’s modified Eagle’s Medium (DMEM; Life Technologies, Melbourne, Australia), 10% fetal bovine serum (FBS; Thermo Fisher Scientific, Melbourne, Australia) and 1% antibiotic-antimycotic solution (Life Technologies). NT2-N cells were induced from NT2 cell cultures by treating with 10^−5^ M retinoic acid (Sigma-Aldrich, Sydney, Australia) for 28 days with media refreshed every 2–3 days. For experiments, cells were seeded onto 24-well plates coated with 10 μg/ml poly-d-lysine (Sigma-Aldrich) and 10 μg/ml laminin (Sigma-Aldrich) at 2 × 10^5^ cells/well with further addition of mitotic inhibitors (1 µM cytosine and 10 µM uridine; Sigma-Aldrich) for a total of 7 days, and the media was refreshed every 2–3 days to generate an enriched culture of differentiated neuronal cells (NT2-N). *NeuroD*, *Tau*, and *GluR* expression levels in differentiated cells were measured to verify the effectiveness of the differentiation process (data not shown).

### Drug Treatments

NT2-N cells were treated with lamotrigine (50 µM), lithium (2.5 mM), quetiapine (50 µM), or valproate (0.5 mM) for 24 h (4 replicates for each group). All drugs were purchased from Sigma-Aldrich (Sydney, Australia). Vehicle control cells were treated with 0.5% Milli-Q water for lithium or valproate controls, and 0.2% DMSO for lamotrigine or quetiapine controls. The drug doses were chosen based on prior dose response studies in our lab to ensure no impact on cell viability (Kidnapillai et al., 2018). Using these doses, we have previously observed differences in gene expression after 24 h treatment (Bortolasci et al., 2018; Bortolasci et al., 2020b). These drugs have also been demonstrated to alter gene expression levels *in vitro* after 24 h in other studies (Nahman et al., 2012; Meng et al., 2019).

### Genome-Wide Gene Expression Measurement

Total RNA was extracted from cells post-treatment using RNeasy^∗^ mini kits (Qiagen, Melbourne, Australia), then checked for quality and quantity using an Agilent 2100 Bioanalyzer (Agilent Technologies, Melbourne, Australia) and NanoDrop 1000 (Thermo Fisher Scientific), respectively. RNA-seq libraries were prepared for all samples from 1 µg total RNA using a TruSeq RNA Sample Preparation Kit (Illumina, Victoria, Australia) as per the manufacturer’s instructions. Samples were analysed on a HiSeq 2500 Rapid system (50 bp single end reads; Illumina) to measure genome wide mRNA expression, which yielded an average of about 10 × 10^6^ reads/sample. The single end sequencing offered sufficient quantification of gene expression levels in well-annotated organisms such as *Homo sapiens* at cheaper cost than the paired-end technology (Conesa et al., 2016).

### Genome-Wide Gene Expression Analysis

The raw data yielded in FASTQ format were aligned to reference genomes using the Deakin Genomics Centre RNA-Seq alignment and expression quantification pipeline (https://github.com/m-richardson/RNASeq_pipe). Briefly, the pipeline included raw read quality filtering and adapter trimming (ILLUMINACLIP:2:30:10:4, SLIDINGWINDOW:5:20, AVGQUAL:20 MINLEN:36) with Trimmomatic v35 (Bolger et al., 2014), and alignment to the reference genome using STAR v2.5 in 2-pass mode (Human genome version GRCh38) (Dobin et al., 2012). Raw reads were deposited at the Gene Expression Omnibus (GEO) database under the accession numbers GSE197966.

For differential abundance testing, gene expression quantified at the gene level was compiled into a m x n matrix from individual sample counts. Genes with low expression were omitted (<1 cpm in *n* samples, where *n* is the number of samples in the smallest group for comparison), and the data was normalized using the weighted trimmed mean of M-values (TMM) using edgeR (Robinson et al., 2009) in R (R Core Team, 2021). EdgeR was used to determine differential gene expression, and the Benjamini–Hochberg method was used to assess false-discovery rate (FDR) adjusted q-values for multiple tests (Benjamini and Hochberg, 1995).

### Weighted Gene Co-Expression Network Analysis

WGCNA is an approach utilizing gene expression data to construct co-expression networks weighted for high correlations (Langfelder and Horvath, 2008) and was used in this study to evaluate correlation between lncRNAs and mRNAs. The RNA-seq data was used as input for the R package WGCNA (Langfelder and Horvath, 2008; R Core Team, 2021), from which a pairwise bi-weight mid-correlation matrix was computed and then transformed into an adjacency matrix. To construct a scale-free network, each absolute mid-correlation value was raised to a soft-thresholding power. Soft-thresholding amplified disparity between strong and weak correlations, leading to the construction of the scale-free network. We chose power 7, which was the lowest power for which the scale-free topology fit index reached 0.8. 

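The scale-free fit was computed here over the 17684 genes with at least 1 CPM (counts scaled to library size) in at least 4 of the 24 samples, from absolute biweight midcorrelations of log2 CPM. The fit index was 0.814 at power 6 and 0.838 at power 7, so power 6 was the lowest to reach 0.8. With only the genes that had at least 10 counts in every sample, the index was 0.791 at power 6 and 0.821 at power 7, and the lowest power was 7. In a signed network, which keeps positive and negative correlations apart, the lowest power was 12. The fit has no replicate error because all 24 samples enter each value. Power 7 was used for the weights between genes given with the networks.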

To minimise the spurious connections, WGCNA utilised the topological overlap measure (TOM) accounting for how large the overlap of each gene pair’s network neighbours. The TOM matrix considered as a similarity measure was then transformed into pairwise dissimilarity measure (calculated by 1-TOM) for the hierarchical clustering of genes. From this, tightly connected genes would be clustered for module assignment (dynamic tree cut algorithm), and unassigned genes with weak connections would not be considered for further analyses. The default value of 0.25 was set as the threshold for cut height to merge possible similar modules. The expression level of each module was represented by an eigengene value. Module membership values were also calculated, which reflect the degree of correlation between genes and modules. Higher absolute values of module memberships mean stronger correlation, while zero values mean no association.

### Module Preservation and Module-Trait Analyses

To validate the reproducibility of key modules, module preservation analysis was undertaken with an independent dataset (Bortolasci et al., 2020a). The most common measure of module preservation recommended by the authors of WGCNA is Zsummary, which considers the density and connectivity patterns of module nodes, as well as the overlap among module membership. Higher Zsummary statistics indicate more highly preserved modules. Notably, Zsummary can be heavily dependent on module sizes, which might bias the statistics towards bigger modules (Langfelder et al., 2011). In our network, module sizes were spread in a wide range from 30 to more than 3000, hence we only used a cut off Zsummary >10 as recommended for strong preservation and then ranked the degree of preservation based on medianRank. The lower medianRank one module has, the stronger preservation it tends to exhibit in another dataset. Langfelder et al. found medianRank to be much less dependent on module sizes, and hence it can be a useful measure for comparing relative preservation among multiple modules (Langfelder et al., 2011).

To identify key modules related to the response to drug treatments, association analysis between a module and the trait of each pairwise comparison group (e.g., lithium–water, quetiapine–DMSO) was performed based on module eigengenes. Student asymptotic *p*-values were calculated for correlation values, and then adjusted for multiple testing with Benjamini–Hochberg false discovery rate correction.

### Functional Enrichment Analysis

In order to find potential pathways that might be driven by key modules, functional enrichment analysis was deployed on all genes from each module using the R package ClusterProfiler (Yu et al., 2012) with pathway reference from the Gene Ontology (GO) database (Gene Ontology, 2004) filtered by “Biological Process”. ClusterProfiler is a popular enrichment package, which was extensively utilized in medical studies (Liu et al., 2021; Liu et al., 2022a; Liu et al., 2022b).

Despite their comprehensiveness, GO terms are prone to redundancy, which might complicate the functional interpretation. Hence, we deployed the Enrichment Map from Cytoscape (Merico et al., 2010) to intuitively visualise the enrichment results in a network-based manner. Enrichment Map clusters similar gene sets together (based on how well-connected their genes are), offering a more concise overview of enriched biological functions. In the map, gene sets were illustrated as nodes and would be linked together if they share overlapping genes. The overlapping metric was calculated based on a combination of Jaccard coefficient and overlap coefficient (50% and 50% respectively), and a cut-off of 0.375 was set to define edges forming between nodes.

### lncRNA-mRNA Co-Expression Networks, Identification of Hub lncRNAs, Cis- and Trans-Interactions

The lncRNA-mRNA co-expression network of key modules associated with the drug treatments was built using the bi-weight mid-correlation of lncRNA-mRNA pairs. The lncRNA-mRNA pairs whose weights of connection were at least 0.15 were selected for co-expression network construction. The network was imported and visualized in Cytoscape (Shannon et al., 2003). To find potential key regulators of each module, hub lncRNAs were identified by degree of centrality levels calculated using Cytoscape (Shannon et al., 2003).

To find potential cis-targets of lncRNAs in each key module, nearest protein coding genes located 100 kb upstream or downstream from the transcription start site of lncRNAs were identified by BEDTools (Quinlan and Hall, 2010) v2.27 with annotation from human genome version GRCh38. Otherwise, the other mRNAs in the module would be considered to have trans-interaction with lncRNAs in the module. Among these trans-interactions, we evaluated if any of them could be due to the regulation of transcription factors on lncRNAs as co-expression relationships can be interpreted in both directions. Hence, we searched for trans-acting transcription factors found nearby lncRNAs (from −30 to 10 kb away from transcription start sites) using chromatin immunoprecipitation followed by sequencing (ChIP-seq) data from the ChIPBase database (Zhou et al., 2017).

## Results

### Differential Expression Analysis

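NT2-N cells, the post-mitotic neuronal cells that retinoic acid yields from the NT2 human teratocarcinoma line, were treated for 24 h with lithium (2.5 mM) or valproate (0.5 mM) against a water vehicle, or with lamotrigine (50 µM) or quetiapine (50 µM) against a DMSO vehicle. Each of the 6 groups had 4 samples. The authors trimmed the 50 bp single-end reads, aligned them to the human genome GRCh38 with STAR, counted them per gene and deposited the counts without normalization. The paper's text names neither the annotation release nor whether the counting used the strand of the reads, so counts of genes that overlap on opposite strands are uncertain. Between 7115276 and 7379039 reads per sample were counted on genes with lithium (median 7311240), and between 7165412 and 7405704 with valproate (median 7340900). The water samples ran from 5292942 to 8218509 counted reads (median 6967362), the widest range of the 6 groups. Lamotrigine samples had 7121920 to 7583590 counted reads (median 7308126), quetiapine samples 7464367 to 7772844 (median 7674484) and DMSO samples 8065253 to 8545680 (median 8307330). Of the 58051 genes counted, 56948 were matched by Ensembl identifier to GENCODE release 44, which classes 14157 of them as lncRNAs. For each drug and its own vehicle, genes with at least 1 CPM in at least 4 of the 8 samples were kept, as in the paper's methods, normalized with the weighted trimmed mean of M-values (TMM), tested with edgeR's quasi-likelihood test and adjusted by the Benjamini–Hochberg method over all genes tested. Counts were simulated from the quetiapine and DMSO samples with 200 changed genes. The test at 4 samples per group recovered 181 genes changed 2-fold with 11 false calls, and 152 genes changed 1.5-fold with 10 false calls. The variance between replicates was 2.11 to 5.26 times counting error in water, against 1.10 to 1.25 times with quetiapine. These rates therefore do not describe the lithium and valproate fits.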

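Quetiapine changed the largest number of genes, with 5279 of 16625 tested genes at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), of which 2731 were upregulated and 2548 downregulated. Valproate changed 3509 of 16694 genes, 1912 upwards and 1597 downwards, and scaling by library size only moved this split to 2390 and 1073. Without a filter on low counts it was 1897 and 2169, and with offsets corrected for GC content, chosen after the data were seen, 2045 and 2098. The GC-corrected offsets also turned the quetiapine split, to 2685 upwards and 2801 downwards. Lithium changed 452 of 16498 genes, 192 upwards and 260 downwards. Lamotrigine changed 7 of 16571 genes, all upwards, against 1277 genes at an unadjusted p-value under 0.05. Among the drugs, the count that moved most in proportion between methods was that of lamotrigine, which was 1 with DESeq2. Without a filter on low counts, 5 of its 12 genes were downregulated, and the lithium count rose to 1269, with 265 upwards and 1004 downwards. The count for DMSO against water then rose from 6 to 966, with 872 genes lower in DMSO. Quetiapine, compared with DMSO, had 2517 upwards and 2241 downwards without the filter. Water replicates 1 and 2 carried reads that the other samples lacked, so the unfiltered decreases against water cannot be taken as drug effects alone. With each sample left out in turn, the lithium count ranged from 239 without lithium replicate 2 to 680 without water replicate 2. It was 253, 254 and 280 without lithium replicates 1, 3 and 4, and 243 without water replicate 1. The lamotrigine count ranged from 1 without lamotrigine replicate 1 or 3 or DMSO replicate 2, over 2 without lamotrigine replicate 2 or 4 and 4 without DMSO replicate 1, to 9 without DMSO replicate 3.

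Among protein-coding genes with all 4 drug samples on one side of all 4 vehicle samples, lithium raised MNS1 most, with a log2 fold change of 1.37 (standard error 0.369, adjusted p = 0.0462), with adjusted p-values from 0.0284 to 0.160 over its alternatives, the highest without lithium replicate 2. CHAC1, a glutathione-degrading enzyme, followed with a log2 fold change of 1.02 (standard error 0.150, adjusted p = 0.000291). Lithium lowered OAS2 most, with a log2 fold change of −1.80 (standard error 0.274, adjusted p = 0.000414) and a level of 46.0 ± 24.4 CPM (SD, n = 4) in water. CXCL11 had a log2 fold change of −1.68 (standard error 0.308, adjusted p = 0.00265). OAS2 and CXCL11 are induced by interferon, and without water replicate 2 their log2 fold changes were −1.45 and −1.50. With valproate, NXPH3 was at least 3.80-fold higher (adjusted p = 8.98e-05, edgeR), a lower bound because no water sample had more than 3 reads on it. USH1C had a log2 fold change of 2.67 (standard error 0.344, adjusted p = 1.01e-05) with valproate. The largest decreases with valproate were those of ATP1A4, with a log2 fold change of −1.78 (standard error 0.485, adjusted p = 0.0111), and of the histone gene H2BC4, with a log2 fold change of −1.56 (standard error 0.227, adjusted p = 4.28e-05), whose reads could be shared with other histone genes. Quetiapine raised the transporter SLCO4C1 by 1.93 on the log2 scale (adjusted p = 9.72e-08). It lowered NPAS4, an activity-dependent transcription factor, from 16.4 ± 1.57 CPM (SD, n = 4) to 4.74 ± 0.649 CPM (SD, n = 4), a log2 fold change of −1.78 (standard error 0.127, adjusted p = 8.30e-16), and SERPINA9 by a log2 fold change of −1.66 (adjusted p = 2.01e-07). With lamotrigine, ANKRD36C, whose reads could be shared with its near-identical relatives, had a log2 fold change of 0.43 (standard error 0.0815, adjusted p = 0.0282) and SLCO1A2 a log2 fold change of 0.35 (standard error 0.0722, adjusted p = 0.0473). The adjusted p-values of ANKRD36C ran from 0.00212 to 0.281 over its alternatives, the highest in the fit of all 24 samples, and those of SLCO1A2 from 0.00739 to 0.293 over its alternatives, the highest without DMSO replicate 2.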

The characteristics of RNA-seq results for each drug treatment and differential analysis mainly for mRNAs have been reported in our previous publication (Bortolasci et al., 2020b). 

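At the paper's filter applied to all 24 samples, at least 1 CPM in at least 4 samples, 17684 genes passed, of which 2135 were lncRNAs in GENCODE release 44. Lowering the minimum to 0.5 CPM raised the number of lncRNAs to 3433. With at least 10 counts in at least 4 samples, 1842 lncRNAs passed, and when the filter was applied to the 8 samples of each drug and its vehicle in turn, 1902 passed for 1 drug or more. A requirement of at least 1 CPM in every sample, which was chosen after the data were seen, moved the number most in proportion, to 961 lncRNAs.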

For lncRNAs, we found 1044 were expressed at detectable levels in NT2-N cells. Among them, 282 lncRNAs were differentially expressed (FDR <0.05) following treatment of NT2-N cells with one or more drugs used to treat BD (Supplementary Table S1). 

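With 1 drug or more, 398 lncRNAs were differentially expressed at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test, adjusted over all genes tested). Quetiapine changed 295 of 1717 tested lncRNAs, 198 upwards and 97 downwards, and valproate changed 143 of 1699, 92 upwards and 51 downwards. Lithium changed 30 of 1653 lncRNAs, 20 upwards and 10 downwards. Its count ranged from 16 without water replicate 1, and 17 to 20 without a lithium replicate, to 41 without water replicate 2. Lamotrigine changed 2 of 1695 lncRNAs, both upwards. The number of 398 moved most with a threshold of 0.01, to 202, and was 212 with DESeq2. Leaving out any 1 sample gave between 337 and 409. Supplementary Table S1 lists 282 Ensembl identifiers, of which 267 are lncRNAs in GENCODE release 44 and 272 passed the threshold here with 1 drug or more. Of the genes under an FDR of 0.05 in that table, 19 of 25 with lithium, 106 of 116 with valproate, 2 of 2 with lamotrigine and 198 of 202 with quetiapine passed here, and all of them changed in the same direction as in the table. The paper names edgeR and not which of its tests. Of all 282 identifiers, edgeR's exact test passed 23 with lithium, 109 with valproate, 2 with lamotrigine and 200 with quetiapine. The quasi-likelihood test passed 19, 107, 2 and 198, so part of the shortfall depends on the test.

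Among lncRNAs with the 4 drug samples all on one side of the 4 vehicle samples, lithium raised PAXIP1-AS2 (chromosome 7 from 154928460 to 154952188, GRCh38) most, with a log2 fold change of 2.04 (standard error 0.414, adjusted p = 0.00601), and LINC01249 next, with a log2 fold change of 1.27 (standard error 0.255, adjusted p = 0.00558). The largest decreases with lithium were those of ENSG00000275765 (−1.45, adjusted p = 0.0382), whose adjusted p-values ran from 0.0139 to 0.140 over its alternatives, the highest without lithium replicate 1, and LINC02202 (−1.15, adjusted p = 0.0123), for which they ran from 0.00173 to 0.0612 over its alternatives, the highest without lithium replicate 1. Valproate raised PRKAG2-AS1 and ENSG00000260918 most, by 1.49 and 1.46 on the log2 scale (adjusted p = 0.00836 and 0.0128), the latter with adjusted p-values from 0.00276 to 0.0699 over its alternatives, the highest without valproate replicate 4. H1-10-AS1 and GOLPH3-DT had the largest decreases with valproate, with log2 fold changes of −1.14 and −1.12 (adjusted p = 0.000249 and 0.00458). MIR7-3HG, the host gene of a microRNA (chromosome 19 from 4769031 to 4785077), rose most with quetiapine, from 2.64 ± 0.573 CPM (SD, n = 4) to 8.93 ± 1.51 CPM (SD, n = 4), a log2 fold change of 1.75 (standard error 0.174, adjusted p = 2.67e-11). VASH1-AS1 rose by 1.60 (adjusted p = 0.000983). Quetiapine lowered ENSG00000283217 (−2.23, adjusted p = 1.88e-07) and ENSG00000254510 (−1.64, adjusted p = 1.67e-09) most. The larger of the 2 lamotrigine effects was that of MALAT1 (chromosome 11 from 65497640 to 65508073), at 329.8 ± 21.8 CPM (SD, n = 4) against 196 ± 17.98 CPM (SD, n = 4) in DMSO, a log2 fold change of 0.75 (standard error 0.0466, adjusted p = 3.79e-15). Both lamotrigine lncRNAs also passed with quetiapine, which was compared with the same DMSO samples, and 1 of them with lithium. Antisense and divergent lncRNAs such as PAXIP1-AS2, PRKAG2-AS1, H1-10-AS1, GOLPH3-DT and VASH1-AS1 are uncertain where the counting ignored strand.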

While differential expression analysis is the initial approach for evaluating genes driving the difference between different phenotypes (in our case, treatments and controls), it can be challenging to study lncRNAs which tend to be expressed at lower levels than mRNAs (Ulitsky, 2016; 2019). 

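Over the 24 samples, the 2135 lncRNAs had a median of 1.84 CPM, a lower quartile of 1.06 CPM and an upper quartile of 4.26 CPM. The 14457 protein-coding genes that passed the same filter had a median of 31.1 CPM, with quartiles of 9.46 and 75.1 CPM. The lncRNAs took 1.24% of all counted reads and the protein-coding genes 97.6%. These are medians and shares across genes, which are not replicates, so no test was made between them.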

The significance of *p*-values was evaluated based on the whole distribution of all genes detected in our RNA-seq (including mRNAs, lncRNAs), thus any genes with lower fold change would be less likely to be significantly differentially expressed after correction for multiple testing. Therefore, differential expression analysis was complemented with an unsupervised gene co-expression analysis method to discriminate small but coherent patterns of differences.

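At the same threshold over all genes tested, 17.2% of the tested lncRNAs and 34.4% of the tested protein-coding genes changed with quetiapine, and 8.42% and 23.4% with valproate. With lithium the shares were 1.81% and 2.97%, and with lamotrigine 0.118% and 0.0357%. The median absolute log2 fold change of the genes past the threshold was larger for lncRNAs than for protein-coding genes, 0.58 against 0.26 with quetiapine, 0.65 against 0.32 with valproate and 0.58 against 0.36 with lithium. The median standard error of the log2 fold change was 0.239 for lncRNAs and 0.0701 for protein-coding genes with quetiapine, and 0.2601 and 0.0840 with valproate. Among genes under 2 CPM, valproate changed 3.49% of the lncRNAs and 10.8% of the protein-coding genes, and quetiapine 8.86% and 12.3%. Among genes from 10 to 20 CPM, quetiapine changed 42.96% of the lncRNAs and 29.2% of the protein-coding genes, while valproate changed 14.8% and 21.02%. At 50 CPM or more, valproate changed 7 of 24 lncRNAs, a share of 29.2% in both types of gene. Quetiapine changed 18 of 28 lncRNAs at that level, or 64.3%, and 45.7% of the protein-coding genes.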

### Weighted Gene Co-Expression Network Analysis

After identifying individual lncRNAs that were differentially expressed, we next sought to identify co-expressed networks of genes from the whole transcriptome, as this approach may reveal additional lncRNAs of interest and other important mechanistic insights. Without any *a priori* defined groups like in differential expression analysis, weighted gene co-expression network analysis (WGCNA) on the whole transcriptome explored highly correlated and consistent transcriptional patterns across 24 samples of our RNA-seq results (four samples x two vehicles, four samples x four drug treatments). While bigger sample size would be more ideal, 24 samples are within the recommendation of the WGCNA workflow for robust analyses (Langfelder and Horvath, 2022). WGCNA identified 29 modules and the full list of genes in each module is shown in Supplementary Table S2.

To validate the reproducibility of the modules in the current WGCNA network, we performed preservation analysis of topology and connectivity patterns against an independent RNA-seq dataset from our previous study that used different treatments of psychotropic drugs on the same NT2-N cell model (Bortolasci et al., 2020b). Biologically interesting modules are expected to be preserved in other samples with a homogeneous cellular population, which implies sets of genes working in concert for specific biological functions. From the results of the module preservation analysis (illustrated in Supplementary Figure S1), any module with a z-summary score higher than 10 was regarded as strongly preserved, meaning the co-expression relationships of its member genes were maintained across the two datasets. Among the 11 modules found to be strongly preserved in this independent dataset, module five was the most highly preserved module.

### Identification of Key Modules Associated With Drug Treatment (Module-Trait Analysis)

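A module's eigengene is the single expression profile that summarises its genes. The part of Supplementary Table S2 used here lists 754 genes with their correlation to the eigengenes, 47 of them from module 1, to which Supplementary Table S5 gives 722 genes. From these published correlations and the samples' log2 CPM of the listed genes, the eigengenes of modules 1 to 7 and 10 were recovered by least squares, and predicted genes held out of the fit with a coefficient of determination of at least 0.997. Modules 8, 9 and 11 had no such column and were represented by the first principal component of their 9, 6 and 12 listed genes. Each eigengene was correlated with the label of drug or vehicle over the 8 samples of that drug, with a 2-sided exact permutation test of 4 samples against 4, whose smallest possible p-value is 0.0286. Of the 44 pairs of module and drug, 13 reached that p-value, with all 4 drug samples on one side of the 4 vehicle samples and a Spearman's rho of 0.87 in size. After Benjamini–Hochberg adjustment over the 44 pairs they had an adjusted p-value of 0.0967, so no pair passed 0.05. An adjusted p-value under 0.05 needs 26 of the 44 pairs at the smallest p-value. The number moved most, to 36 pairs, when these correlations over 8 samples were given the asymptotic p-value for 24 samples.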

Results from the module-trait association analysis for the 11 preserved modules are shown in Figure 2 (each cell in the heatmap has a correlation value and an adjusted *p*-value). The acquired module-trait relationships enabled the evaluation of which module(s) were most affected by each drug. 

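With valproate, the eigengenes of modules 1, 2, 4, 5 and 6 separated completely from the water samples. That of module 2 was −0.368 ± 0.0279 (SD, n = 4) with valproate and 0.00428 ± 0.103 (SD, n = 4) with water, a correlation of −0.94. With quetiapine, modules 1, 2, 3, 4, 6, 7 and 10 separated completely. Modules 2 and 3 had the largest positive values, both at a correlation of 0.98, and the eigengene of module 3 was 0.365 ± 0.0166 (SD, n = 4) with quetiapine against 0.0543 ± 0.0442 (SD, n = 4) with DMSO. With lithium, only module 1 separated completely, although module 2 had the larger correlation, at 0.71 (exact permutation test, p = 0.0571). With lamotrigine no module separated completely, and the smallest p-values were those of modules 1 and 10 (exact permutation test, p = 0.0571). Leaving out water replicate 3 moved the correlation of module 3 with valproate from −0.03 to 0.50, and leaving out water replicate 4 moved that of module 5 with lithium from 0.08 to −0.30.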

While the most significant module associated with each drug treatment was of interest, we cannot rule out the possibility that such an association could be accounted for by off-target effects. Hence, we further filtered modules which were coherently associated with at least three drug-vehicle pairs in a similar manner with statistical significance of adjusted *p*-value < 0.05 (correlation values can be either negative or positive, but they must share the same directionality in at least three traits), as similar effects of multiple drug treatments on one module tend to imply the common therapeutic mechanisms of the drugs rather than distinct side effects of each drug. 

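When this rule was applied to the exact permutation tests, no module had an adjusted p-value under 0.05 with 3 drugs in 1 direction. At an unadjusted p-value under 0.05, 1 module met it, module 1, which was lower with lithium, valproate and quetiapine. With the first principal component of its listed genes as the eigengene, module 1 did not meet the rule. Its correlation with lithium was then −0.56 (exact permutation test, p = 0.0571). When the correlations over 8 samples were given the asymptotic p-value for 24 samples, 6 modules met the rule, namely modules 1, 4, 5, 7, 9 and 10. That p-value assumes more samples than entered each correlation. By the sign of the correlation alone, 7 modules had 3 or 4 drugs in 1 direction, namely modules 1, 3, 4, 5, 7, 9 and 10.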

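The eigengene of module 1 fell with all 4 drugs, with correlations of −0.64 with lithium, −0.94 with valproate and −0.93 with quetiapine (exact permutation test, p = 0.0286 for each) and −0.75 with lamotrigine. Leaving out each sample in turn kept the lithium value between −0.82 and −0.59. Module 4 had correlations of −0.86 with valproate and −0.94 with quetiapine (exact permutation test, p = 0.0286 for both), and of −0.59 with lamotrigine (exact permutation test, p = 0.143) and −0.29 with lithium. Module 5 had −0.92 with valproate (exact permutation test, p = 0.0286) and −0.65 with quetiapine (exact permutation test, p = 0.0571). Module 7 moved in opposite directions, with −0.97 for quetiapine (exact permutation test, p = 0.0286) and 0.44, 0.57 and 0.59 for lithium, valproate and lamotrigine, where drug and vehicle samples overlapped. Module 10 had 0.87 with quetiapine (exact permutation test, p = 0.0286), 0.69 with lamotrigine, 0.67 with valproate and −0.45 with lithium. Module 9 had 0.63 with lithium, 0.63 with valproate, 0.48 with lamotrigine and 0.46 with quetiapine, none with an exact p-value under 0.05, and module 3 had −0.54 with lithium and −0.44 with lamotrigine, neither past that level. An eigengene summarises genes with positive and negative membership, so a lower eigengene is not a lower expression of every gene: of the listed genes of module 1, 22 had a positive and 25 a negative membership.

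**Figure D1:**
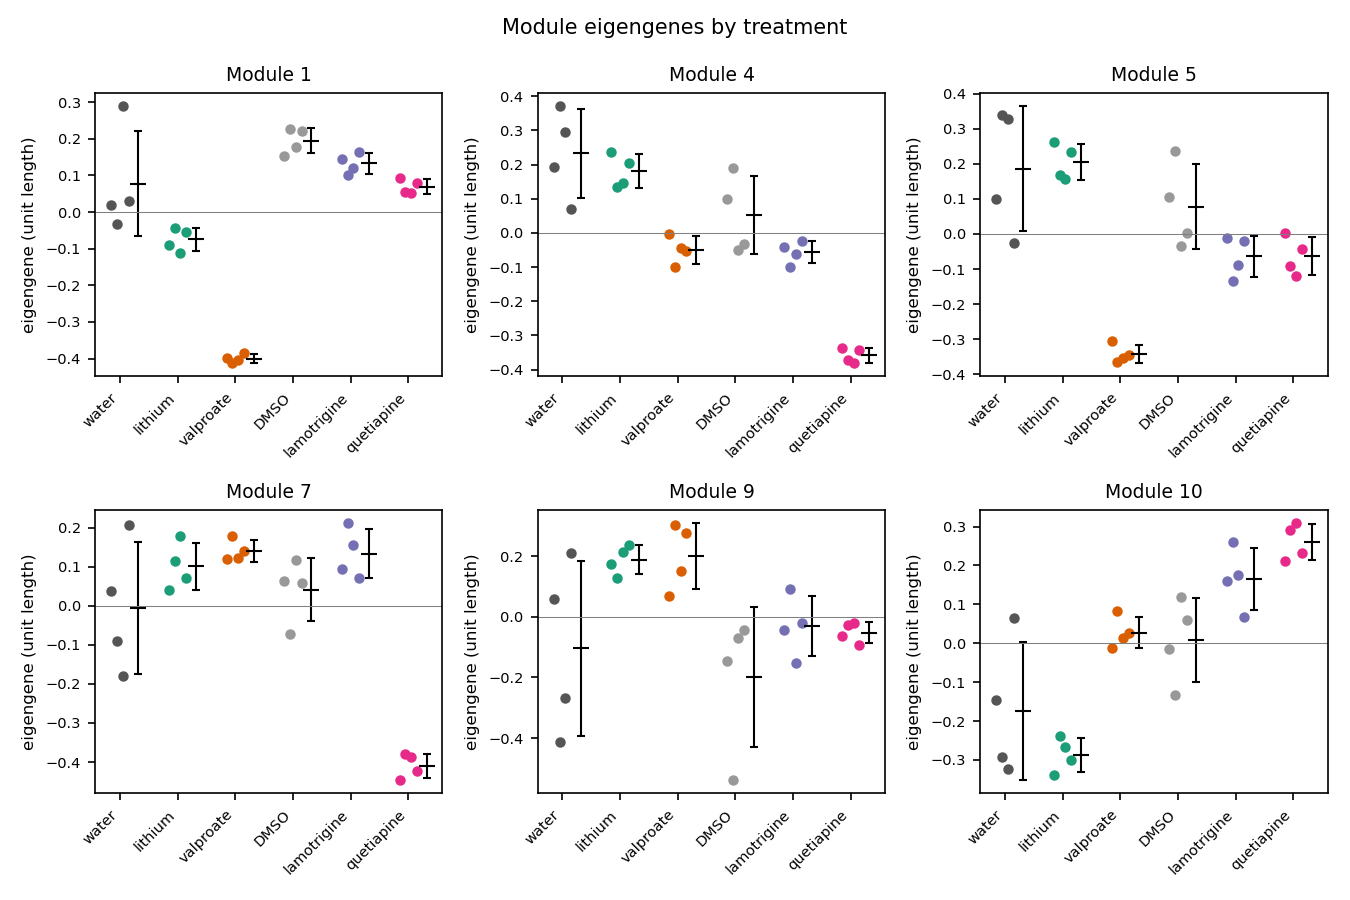
Eigengenes of modules 1, 4, 5, 7, 9 and 10 in the 24 samples, on the vertical axis in units of an eigengene of unit length, by treatment on the horizontal axis. Points are samples, and the mark and bar beside them are the mean ± SD (n = 4). The valproate samples of modules 1 and 5 and the quetiapine samples of modules 4 and 7 lie apart from their vehicle.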

We identified seven modules meeting such requirements (modules 1, 3, 4, 5, 7, 9, and 10—labelled with a hash symbol in Figure 2) and these modules were regarded as key modules associated with BD drug treatments. In further analyses, we focused on the key modules to find co-expressed relationships of genes belonging to each module, and which drug treatment was most strongly associated with each module.

**FIGURE 2:**
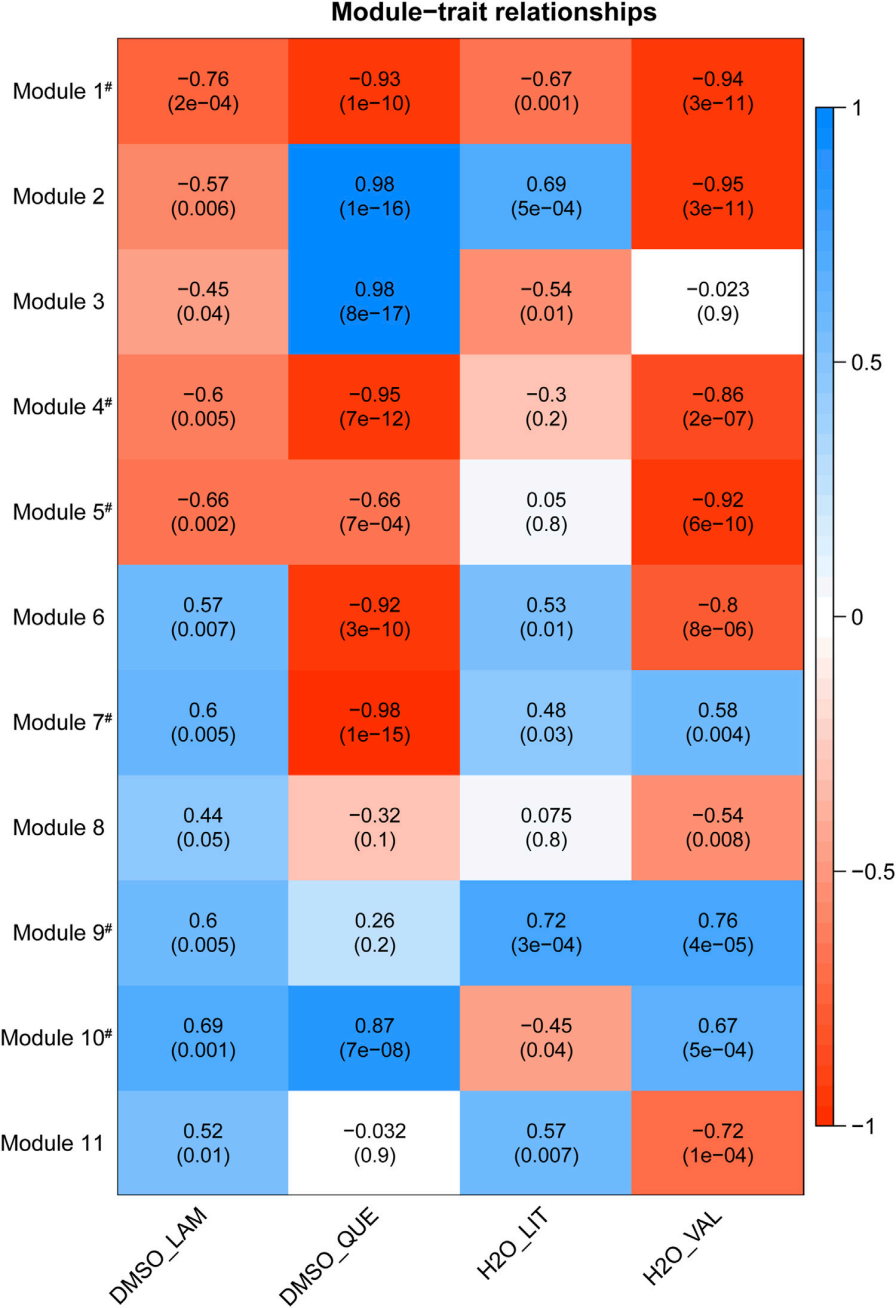
Heatmap of module-trait relationships with corresponding *p*-values between the detected modules on the *y*-axis and vehicle-drug traits on the *x*-axis. The correlation value and Benjamini–Hochberg adjusted *p*-value for each pair are labelled on the cell in the format: correlation (*p*-value). Each cell of the heatmap is coloured based on correlation between each module eigenvalue and the trait: blue is a strong positive correlation, red is a strong negative correlation, and white is little to no correlation. For example, regarding the DMSO-Lamotrigine trait, the module 5, with the negative correlation value of −0.66 and significant adjusted *p*-value of 0.002, tends to have lower overall expression (summarised as eigengene value) in lamotrigine treatment compared with the corresponding DMSO vehicle control. Abbreviation: DMSO_LAM–Lamotrigine treatment versus DMSO vehicle, DMSO_QUE–Quetiapine treatment versus DMSO vehicle, H2O_LIT–Lithium treatment versus water vehicle, H2O_VAL–Valproate treatment versus water vehicle. Modules labelled with hash (#) were coherently regulated with same directionality by at least three drugs. LncRNA-mRNA co-expression networks, identification of hub lncRNAs.

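Here the eigengene of module 5 was −0.0639 ± 0.0578 (SD, n = 4) with lamotrigine and 0.0776 ± 0.121 (SD, n = 4) with DMSO, a correlation of −0.65 with a p-value of 0.0857 in the exact permutation test and 0.180 after adjustment over the 44 pairs. Leaving out each of the 8 samples in turn gave correlations from −0.77 without DMSO replicate 3 to −0.58 without lamotrigine replicate 2. Without DMSO replicate 3, the unadjusted exact p-value was 0.0286. Among the 42 listed genes of module 5, 23 had a positive and 19 a negative membership.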

The lncRNA-mRNA co-expression networks were constructed on the six key modules coherently regulated with the same directionality by three or more drugs to shed light on the molecular mechanism of lncRNAs that might be potential targets of drugs used to treat BD. Module nine was eliminated from this step due to the lack of lncRNA presence in the module. Hence, there were five key modules associated with the effects of BD drug treatments (i.e., modules 1, 4, 5, 7, and 10) being constructed for the lncRNA-mRNA co-expression networks. The integrated network of these modules is illustrated in Supplementary Figure S2 and separated sub-networks for single modules are shown in Figure 3.

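Of the partners drawn in Figure 3, 73 of GAS6-AS1 in module 5 and 18 of LINC02381 in module 7 could be read and matched. Over the 24 samples the biweight midcorrelation of GAS6-AS1 with these partners had a median size of 0.79 (range 0.68 to 0.89), against 0.28 with all protein-coding genes, and was positive for 44 and negative for 29. For LINC02381 the median size was 0.68 (range 0.42 to 0.83), against 0.26 with all protein-coding genes, with 8 positive and 10 negative. The partners were chosen by the study on these samples, so their correlations are not independent evidence. Weighted at power 7, the topological overlap of GAS6-AS1 and of LINC02381 reached 0.15 with none of these partners, while the adjacency reached it with 45 and 5 of them. After each treatment group's mean was removed, the median midcorrelation in the direction of the pooled one fell to 0.29 for GAS6-AS1, with 67 of the 73 partners keeping their sign, and to 0.21 for LINC02381, with 16 of 18 keeping it. By Pearson correlation the fall was to 0.34 for GAS6-AS1, from a pooled median size of 0.79, and to 0.54 for LINC02381, from 0.87.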

**FIGURE 3:**
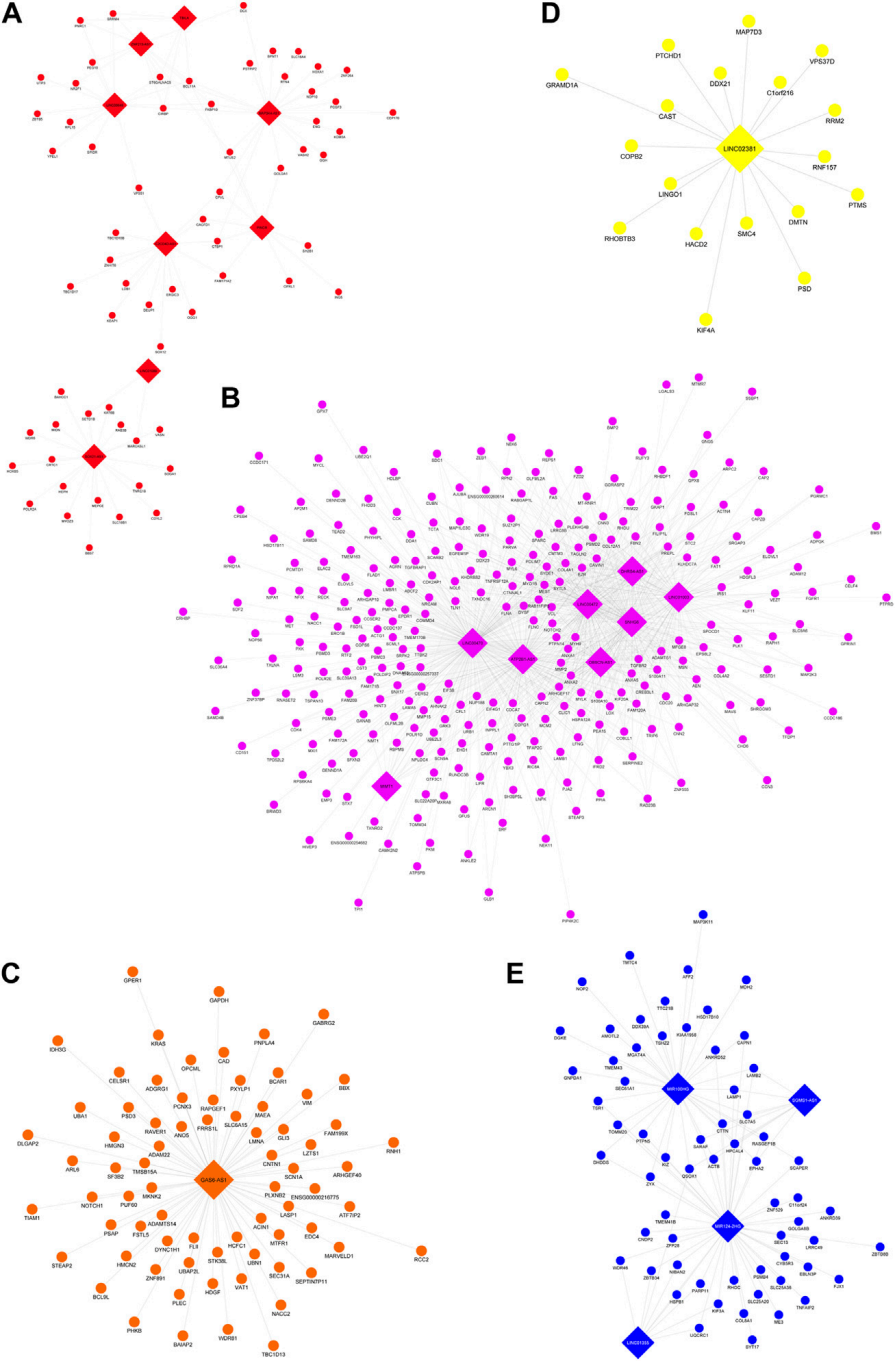
Separated lncRNA-mRNA subnetworks of five key modules. In the network, nodes representing genes and edges representing co-expression connections between them, mRNAs are circle nodes while lncRNAs are diamond shaped. Each subnetwork corresponds to a module: **(A)** Module 1 (red nodes), **(B)** Module 4 (pink nodes), **(C)** Module 5 (orange nodes), **(D)** Module 7 (yellow nodes), and **(E)** Module 10 (blue nodes).

Network statistics of lncRNAs identified from these modules are presented in Supplementary Table S3. Genes from each module were ranked by degree of centrality, which measures the number of edges (interactions) each node has. Nodes with greater importance tend to lie on multiple paths (edges) between other nodes and hence finding hub genes with high degrees of centrality can illuminate the greatest influencers of the biological networks (Mason and Verwoerd, 2007). Interestingly, the most connected lncRNAs (hub lncRNAs) identified tended to be differentially expressed in the drug treatments having highest module-trait relationships with these lncRNAs’ modules. 

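GAS6-AS1 (module 5), LINC02381 (module 7), and MIR124-2HG and MIR100HG (module 10) are the hub lncRNAs that the paper names, and in Figure 2 and here module 5 had its largest correlation in size with valproate, and modules 7 and 10 with quetiapine. Each of the 4 hubs had an adjusted p-value under 0.05 with that drug (edgeR's quasi-likelihood test), and with the remaining drugs 10 of the other 12 tests did not. Of the 6 genes the paper names, SETD1B and LINC01089 included, 5 passed with quetiapine over all genes tested and 5 adjusted over the list alone, and 2 and 3 passed with valproate. The study chose the list on these samples, so the second count is not independent evidence. Whether the effects of the drugs differ was tested between drugs that share a vehicle, in a fit of all 24 samples adjusted over the 12 contrasts. The effect on GAS6-AS1 was lower with valproate than with lithium by −0.73 on the log2 scale (adjusted p = 2.02e-08), and that on LINC02381 was 0.32 higher with quetiapine than with lamotrigine (adjusted p = 1.74e-07). The quetiapine effect exceeded the lamotrigine effect by 0.42 for MIR100HG (adjusted p = 2.26e-06) and by 0.13 for MIR124-2HG (adjusted p = 0.0253). The valproate effect also exceeded the lithium effect by 0.48 for MIR100HG (adjusted p = 1.70e-06) and by 0.12 for LINC02381 (adjusted p = 0.0253). The effects on MIR124-2HG of valproate and lithium differed by 0.01 (adjusted p = 0.928), and those on GAS6-AS1 of quetiapine and lamotrigine by −0.06 (adjusted p = 0.560). Of 6 further lncRNAs read in Figure 3B and Figure 3E, 4 passed with quetiapine, namely ATP2B1-AS1 (0.34), DHRS4-AS1 (0.26), LINC01003 (0.44) and LINC00472 (−0.70), with adjusted p-values of 0.0143, 0.0176, 5.44e-05 and 0.000934, and 6 adjusted over the list alone. The values of ATP2B1-AS1, DHRS4-AS1 and SGMS1-AS1, whose names mark them as antisense, depend on whether the counting used strand. So do those of LINC00472, which overlaps OGFRL1 (37.4 CPM) on the opposite strand. The adjusted p-values of ATP2B1-AS1 ran from 0.00743 to 0.0680 over its alternatives, the highest with DESeq2, and those of DHRS4-AS1 from 0.00711 to 0.0816 over its alternatives, the highest without DMSO replicate 2. LINC01355 (0.39) and SGMS1-AS1 (0.25) did not pass, with adjusted p-values of 0.0816 and 0.0724. LINC00472 also fell with valproate (−0.40, adjusted p = 0.0397), with adjusted p-values from 0.0151 to 0.147 over its alternatives, the highest with DESeq2. From the match between the drug with the highest module-trait relationship and the drug that changed the hub, the paper reasons that these lncRNAs have a role in their modules.

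**Figure D2:**
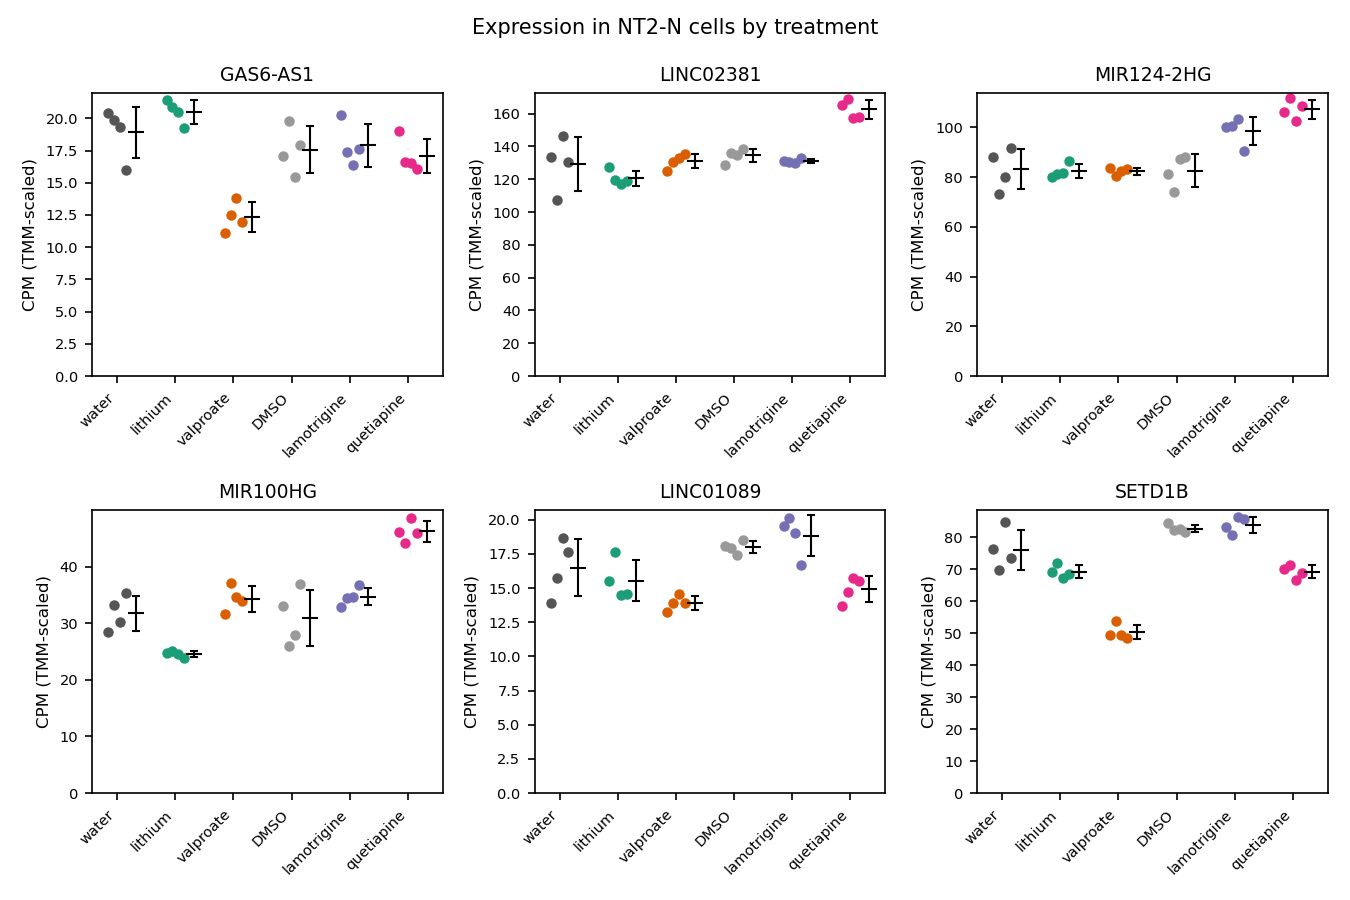
Expression of the 4 hub lncRNAs, LINC01089 and SETD1B in CPM with TMM scaling (vertical axes from 0), by treatment on the horizontal axis. Points are samples, and the mark and bar beside them are the mean ± SD (n = 4). The 4 valproate samples of GAS6-AS1 lie below all others, and the 4 quetiapine samples of LINC02381 and MIR100HG above all others.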

The complementary results of differential expression analysis reinforced the role of these lncRNAs in their corresponding module: the eigen value representing a module most correlated with a certain treatment (module-trait relationship in co-expression network analysis), and hence the hub genes that have the greatest contribution to such module regulation tended to have more significant difference induced by such treatment (reflected as log fold change) than other treatments, to an extent that reached the FDR 0.05 cut-off in differential expression analysis for single genes.

### Cis- and Trans-Interactions

To explore the characteristics of regulatory relationships between lncRNAs and mRNAs, we searched for cis-targets within each module based on proximity of coding genes to transcription start sites of lncRNAs, as well as genes encoding transcription factors trans-interacting with lncRNAs based on known binding evidence from chromatin immunoprecipitation followed by sequencing (ChIP-seq) data (Supplementary Table S4). 

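LINC01089 (ENSG00000212694) lies on chromosome 12 of GRCh38 from 121795267 to 121803906 on the minus strand, and SETD1B (ENSG00000139718), which encodes a histone methyltransferase subunit, from 121804009 to 121832656 on the plus strand. Their annotated transcription start sites are 103 bp apart and the genes do not overlap, while LINC01089 overlaps RHOF on the same strand. In GENCODE release 44, 6 protein-coding genes have a transcription start site within 100 kb of that of LINC01089, namely SETD1B, RHOF, HPD, PSMD9, TMEM120B and ENSG00000256950. Over the 24 samples, LINC01089 and SETD1B had a Pearson correlation of 0.77 (permutation test, p = 1e-05, the smallest that 100000 permutations can give), a Spearman correlation of 0.77 (permutation test, p = 3e-05) and a biweight midcorrelation of 0.77. Without the 2 samples farthest from the median of LINC01089, the Pearson correlation was 0.76. The samples differ by treatment in both genes, and after each group's mean was removed the Pearson correlation was 0.20 (permutation test, p = 0.609) and the Spearman correlation −0.05 (permutation test, p = 0.863). The spread within groups was that of counting error, with an SD of 1.31 CPM for LINC01089 against 1.48 CPM from counting alone, and 3.20 against 3.11 CPM for SETD1B, so a relation within treatment groups was not detectable at this depth. Valproate lowered SETD1B from 76.9 ± 5.78 CPM (SD, n = 4) to 50.4 ± 2.44 CPM (SD, n = 4), a log2 fold change of −0.61 (standard error 0.0651, adjusted p = 8.15e-07) from edgeR's quasi-likelihood test, and LINC01089 from 16.7 ± 1.94 CPM (SD, n = 4) to 13.9 ± 0.524 CPM (SD, n = 4) (log2 fold change −0.27, adjusted p = 0.0774), which passed 0.05 in the fit of all 24 samples (adjusted p = 0.0294) and without water replicate 1 (0.0391). Quetiapine lowered SETD1B by a log2 fold change of −0.26 (standard error 0.0470, adjusted p = 2.41e-05) and LINC01089 by a log2 fold change of −0.27 (standard error 0.0904, adjusted p = 0.0199). The adjusted p-values of LINC01089 with quetiapine ran from 0.0102 to 0.0808 over its alternatives, the highest with DESeq2, and 0.0745 was that without quetiapine replicate 1. With lithium and lamotrigine neither gene passed 0.05, apart from SETD1B with lithium in the fit of all 24 samples (adjusted p = 0.0474).

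**Figure D3:**
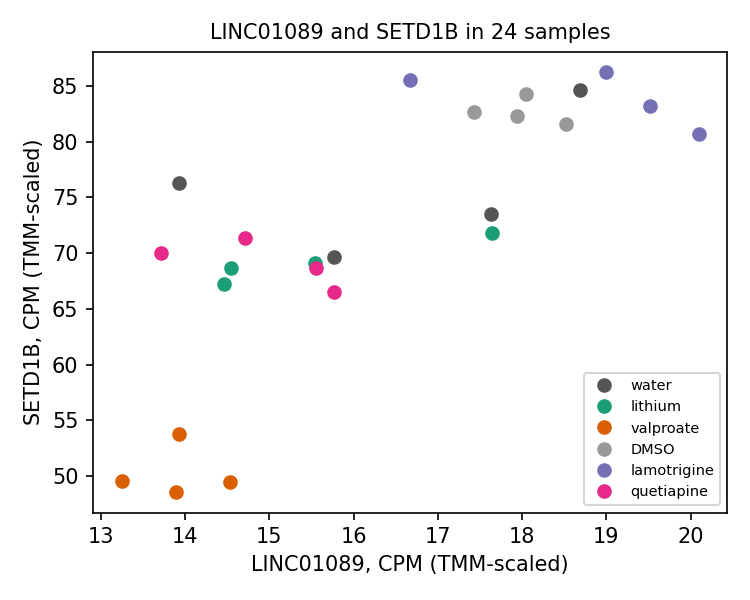
SETD1B (vertical axis) against LINC01089 (horizontal axis) in the 24 samples, in CPM with TMM scaling, with 1 point per sample coloured by treatment. The samples spread along a rising line, and the 4 valproate samples have the lowest SETD1B.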

In the five lncRNA-mRNA key modules, *SETD1B* identified as potential cis-targets identified within 100 kb of *LINC01089*. We identified four lncRNAs that might potentially be regulated themselves by coding genes in the same module that are trans-acting transcription factors found nearby the promoter or enhancer region of those lncRNAs. These transcription factor-lncRNA regulation relationships were found only in several lncRNAs located in two modules, and most trans-interactions of lncRNAs-mRNAs tended to be regulated by lncRNAs rather than the other way around.

### Functional Enrichment Analysis

Over-representation analysis was undertaken for genes from five key modules with hub lncRNAs prominently contributing to the module regulation (i.e., modules 1, 4, 5, 7, and 10) to identify the main biological processes driven by each module (detailed results provided in Supplementary Table S5). GO terms from each module with *p*-values <0.001 were then analysed in Enrichment Map to be grouped into clusters, which highlights the major functional themes enriched in the five key modules (Figure 4).

**FIGURE 4:**
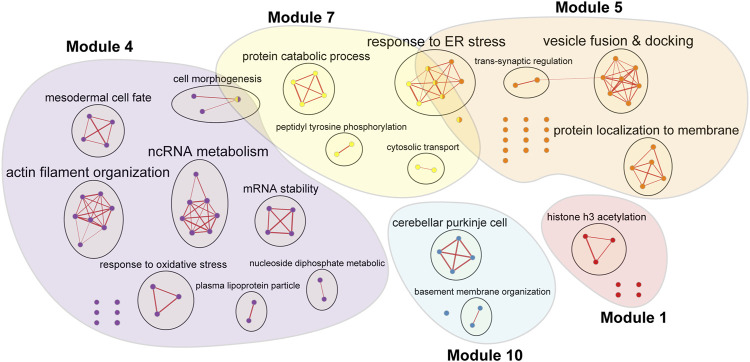
Enrichment Map of five key modules with hub lncRNAs contributing to the modular regulation induced by bipolar disorder drugs. Enriched gene sets are represented as nodes, while edges connect the similar gene sets together. Nodes are coloured by the module they enriched with the coloured patches covering all enriched gene sets by module; one node might be enriched in multiple modules. The bigger the node, the higher the number of genes found in the gene set. The thickness of each edge is proportional to the number of mutual genes between nodes. Gene sets with similar functions are clustered and labelled based on the main theme they belonged to. Abbreviation: ER–endoplasmic reticulum.

The Enrichment Map showed a clear separation of biological functions enriched by the five key modules. 

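In the paper's Supplementary Table S5, the term histone acetylation holds 16 of the 722 genes of module 1, with the paper's p-value of 0.000404 and adjusted p-value of 0.334. All 16 genes were tested here. With valproate, the drug with the largest correlation in size with module 1, their median log2 fold change was −0.27 and 15 of the 16 were lower. Of them, 10 passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test over all genes and 10 adjusted over the list alone, 9 downwards and 1 upwards over all genes, against 21.02% of all genes tested with valproate. With quetiapine the median was −0.07 and 2 passed, against 31.8% of all genes tested, and with lithium the median was −0.08 and 2 passed. The study chose these genes on the same samples, so their shared direction is not independent evidence.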

Module one appears to be related to epigenetic modification via the enrichment of genes regulating histone acetylation. 

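In Supplementary Table S5, the term regulation of cell morphogenesis holds 41 of the 796 genes of module 4 (the paper's adjusted p-value 0.0183), ncRNA metabolic process 46 (0.00192) and response to oxidative stress 37 (0.0350). Of these, 40, 46 and 37 were matched here. With quetiapine, the drug with the largest correlation in size with module 4, the median log2 fold changes were −0.13, −0.12 and −0.09, and 29 of 40, 38 of 46 and 29 of 37 genes were lower. The genes past an adjusted p-value of 0.05 (edgeR's quasi-likelihood test over all genes) numbered 27, 17 and 20, of which 21, 16 and 19 were downregulated, and 29, 19 and 20 passed adjusted over the list alone, which is not independent evidence because the study formed the module on these samples. With valproate the medians were −0.11, −0.05 and −0.09, and 12, 6 and 8 genes passed over all genes tested. The medians were −0.04, −0.01 and −0.01 with lithium, and −0.02, −0.03 and −0.03 with lamotrigine.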

Module four showed enrichment in cell morphogenesis, RNA metabolism and response to oxidative stress. Module five focused on vesicle docking and fusion of trans-synaptic transmission. Module seven was enriched for peptidyl tyrosine phosphorylation and protein catabolism, which might be involved in the response to endoplasmic reticulum stress. Module 10 may regulate the formation of Purkinje cells and the basement membrane organization.

## Discussion

In the current study, multi-stepped approaches using systems biology methodology were deployed to investigate the molecular mechanisms of commonly prescribed BD drugs with a focus on lncRNAs and their potential regulatory connections with mRNAs. LncRNAs are generally expressed at lower levels than protein coding RNAs, but the cascade of regulations induced by lncRNAs may amplify the effects they produce (Ulitsky, 2016; Hu et al., 2018; Encode, 2019). However, they might be overlooked by conventional pair-wise gene expression comparisons, in which the extent of differential expression highlights significant genes for further analyses. Despite their low abundance that could be considered barely changed using conventional differential expression methods, lncRNAs can exert pronounced effects via their distinct mechanisms, e.g., one to ten molecules per cell is likely adequate for enabling cis-acting lncRNAs to affect transcription at a single locus or at several loci through either direct base-pairing with genomic DNA or recruitment of chromatin modifiers (Wu et al., 2021). Several lncRNAs were found to drive vital processes even with subtle changes such as *RepA* (X-chromosome inactivation) (Zhao et al., 2008), and *VELUCT* (lung cancer cellular viability) (Seiler et al., 2017). Since genes rarely act alone, considering them in the context of biological networks that they shared interactions with is fundamental to gain better understanding of regulatory entities such as transcription factors and lncRNAs.

Network-based analyses such as co-expression networks prioritised relationships (co-expression) rather than just the states of singular components (mean expression changes). An analysis based only on mean changes in expression could lead to an incorrect conclusion about a particular pathway’s involvement in a condition given that genes may change their partners depending on dynamic biological demands to recruit or disassociate groups of co-regulated genes for a particular task (Mentzen et al., 2009). Pathways with significant mean expression alteration but decreased co-expression could imply a change in functional assignment but do not guarantee whether genes *a priori* assumed to be in the certain biological pathways are actually dedicated to such pathways since genes could have switched roles and interacted with genes from different pathways (Mentzen et al., 2009; de la Fuente, 2010). The essential need to consider co-expression changes in addition to differential mean expression when comparing gene expression datasets has been emphasised in multiple biological contexts (Mentzen et al., 2009; de la Fuente, 2010; Savino et al., 2020; Weighill et al., 2021). For example, co-expression analyses of cancer gene expression datasets found several transcription factors known to regulate cancer development were identified as highly differentially co-expressed, despite their mean expression levels not having significant changes (de la Fuente, 2010). A proof-of-concept example from Hudson et al. showed co-expression analysis correctly identified a causal gene with a mutation between two bull varieties, whereas the gene had non-significant mean expression changes (Hudson et al., 2009).

In our analyses, co-expression network analysis utilised the whole transcriptome to offer insights on the role of lncRNAs via their connection to other biological entities such as mRNAs (Parikshak et al., 2015). Hence, such a systems biology approach is more ideal to characterise the complexity of BD as well as its treatments (Gaiteri et al., 2014). While WGCNA has been deployed in some psychiatric disorders including BD (Akula et al., 2016; Fromer et al., 2016; Kim et al., 2016; Liu et al., 2019; Zhang et al., 2021), to our knowledge, this is the first-time co-expression network analysis was used for exploring mechanism(s) of action of drugs used to treat BD.

Based on RNA-seq gene expression profiles of four BD drug treatments in NT2-N cells, we applied WGCNA to explore co-expressed genes with a focus on lncRNA-mRNA connectivity and to further identify hub lncRNAs associated with the drug treatments. In many cases, hub genes, particularly intramodular hubs, play a greater role than other network nodes in determining the network’s functionality (Horvath, 2011). Hence, identification of hub lncRNAs might illuminate major lncRNAs influencing the transcriptional regulation of their corresponding modules, which were strongly associated to a certain drug treatment. We also evaluated the type of regulatory interactions between lncRNA and mRNAs, such as potential cis mRNA targets, and trans-acting transcription factor-lncRNA relationships based on current knowledge of transcription factor binding sites. As lncRNAs might be cis- or trans-acting, while the prior can be identified based on the proximity of coding genes to the lncRNAs, pinpointing the latter is challenging due to the complex mechanisms (Statello et al., 2021). Therefore, we identified the potential transcription factors that might regulate lncRNAs, leaving the rest of lncRNA-mRNA trans-interactions more likely to be regulated by lncRNAs.

From 29 modules clustered upon the co-expression pattern of the whole dataset, we identified five key modules for lncRNA-mRNA networks as potential drivers of BD drug treatments. As the roles of lncRNAs are mainly unknown in BD, their functions can be speculated via the connected mRNAs in the modules as per the ‘guilt-by-association’ principle (van Dam et al., 2018). Such association was employed based on how genes co-expressed with one and another across all samples, with the justification that closely regulated genes are more likely to be associated with similar functions. Interestingly, our enrichment analysis showed while there was separation in functional annotations between modules, the enriched functions tended to be complementary, serving several major biological processes such as synaptic vesicle cycle, actin filament organization, endoplasmic reticulum-related functions and neurodevelopment. Findings from previous studies using co-expression network analysis for bipolar disorder have found similar processes significantly enriched by hub genes, e.g., regulation of transcription, postsynaptic density, ribosomal subunit, endocytosis (Akula et al., 2016; Liu et al., 2019), actin filament-based process, axon development (Zhang et al., 2021). Co-expression analysis on RNA-seq of whole blood from BD patients found the co-expressed modules associated to lithium usage enriched endoplasmic reticulum related functions (Krebs et al., 2020). However, it should be acknowledged that these studies mainly focused on mRNAs rather than lncRNAs for their co-expression network construction, hence the involvement of lncRNAs was not evaluated. Nevertheless, the similar enriched biological processes in BD-related phenotypes supported the findings found in our current study.

Our functional enrichment analysis on key modules highlighted their association to the synaptic vesicle cycle, in which module five was enriched for vesicle docking and fusion processes. The synaptic vesicle cycle is highly relevant to BD given that the classic pathophysiological hypothesis has been built upon dysregulation of monoamine transmission (Stahl, 2013). The expression of the hub lncRNA of module 5, *GAS6-AS1*, was upregulated by valproate–the treatment that module five correlated to the most. 

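GAS6-AS1 (ENSG00000233695) lies on chromosome 13 from 113815630 to 113845744 of GRCh38 on the plus strand. It overlaps GAS6 on the opposite strand, which had 108 CPM, and TMEM255B on the same strand, so its count is uncertain where reads were counted without strand. In the counts, GAS6-AS1 was lower with valproate, at 12.4 ± 1.16 CPM (SD, n = 4) against 19.2 ± 2.21 CPM (SD, n = 4) in water, a log2 fold change of −0.62 (standard error 0.112, adjusted p = 0.000379) from edgeR's quasi-likelihood test. All 4 valproate samples lay below all 4 water samples. With each sample left out in turn the log2 fold change stayed between −0.71 and −0.58, and the adjusted p-values ran from 2.26e-06 to 0.00276 over its alternatives, the highest without water replicate 1. Supplementary Table S1 gives the paper's log2 fold change as −0.62. The log2 fold change was 0.10 with lithium (adjusted p = 0.694), 0.02 with lamotrigine and −0.04 with quetiapine (adjusted p = 0.780), all within the spread of the replicates. GAS6-AS1 had a correlation of 0.87 with the eigengene of module 5 over the 24 samples, and 0.54 after each treatment group's mean was removed.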

While the role of *GAS6-AS1* in BD is unclear, it promoted cell proliferation, migration and invasion in several cancer cell lines (Zhang et al., 2019; Li et al., 2020). Interestingly, *GAS6-AS1* was also shown to activate the PI3K/AKT pathway (Li et al., 2020), which itself plays a vital role in vesicle trafficking (Bhattacharya et al., 2016; Bilanges et al., 2019).

Targeting the endoplasmic reticulum (ER) and its related processes could be one major function regulated by BD drugs, as inferred from multiple modules in this study: response to ER stress mainly in module seven and partially in module 5. When ER stress occurs, autophagy is activated to restore cellular homeostasis, but this response is compromised in BD (Susanne et al., 2016). There is converging evidence demonstrating that lithium increases autophagy *via* inositol depletion (Bar-Yosef et al., 2019). An analysis of the lithium response gene network in BD-patient derived lymphoblastoid cell lines also identified ER stress as a major module (Breen et al., 2016). *LINC02381* was identified as the hub lncRNA in module 7. 

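LINC02381 (ENSG00000250742) lies on chromosome 12 of GRCh38 from 54126019 to 54147485 on the plus strand and overlaps SMUG1 on the opposite strand, which had 45.6 CPM, so its count is uncertain where reads were counted without strand. Over the 24 samples its correlation with the eigengene of module 7 was −0.75, and its largest in size was with that of module 3, at 0.94. After each treatment group's mean was removed, these were −0.11 and 0.83.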

*LINC02381* has not been researched in BD previously. Evidence from gastric cancer cell lines suggested *LINC02381* can reduce Wnt pathway activity and increase apoptosis (Jafarzadeh and Soltani, 2020). Our previous study presented the downregulation of the Wnt pathway in multiple antipsychotic treatments including quetiapine, suggesting this pathway might be a common mechanism induced by different antipsychotics (Panizzutti et al., 2021). 

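Quetiapine raised LINC02381 from 135 ± 4.06 CPM (SD, n = 4) in DMSO to 164 ± 5.56 CPM (SD, n = 4), a log2 fold change of 0.27 (standard error 0.0388, adjusted p = 1.89e-07) from edgeR's quasi-likelihood test, with all 4 quetiapine samples above all 4 DMSO samples. With each sample left out in turn it stayed between 0.25 and 0.29. Its log2 fold change was −0.12 with lithium (adjusted p = 0.385), −0.00 with valproate (adjusted p = 0.979) and −0.04 with lamotrigine, and without water replicate 2 that of lithium was −0.19 (adjusted p = 0.0283). Overlapping reads of SMUG1 limit these values. Expression of Wnt target genes was examined with a list of 11 genes, of which 9 were expressed and tested with limma's fry, adjusted over 9 lists and 4 drugs. With quetiapine the median log2 fold change of the list was −0.17, with 2 of 9 genes higher (adjusted p = 0.000403), and it stayed between −0.21 and −0.14 with each sample left out. Of the 9 genes, 5 passed an adjusted p-value of 0.05 over all genes and 5 adjusted over the list alone. As a list it did not pass with the other drugs, with medians of 0.09 for lithium (adjusted p = 0.943), −0.05 for valproate (adjusted p = 0.727) and −0.04 for lamotrigine (adjusted p = 0.727). Single genes of the list passed with valproate (3 over all genes and 4 adjusted over the list alone) and with lithium (1 and 2), and none with lamotrigine.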

In the current study, such an effect could be partially explained by the upregulation of hub lncRNA *LINC02381* by quetiapine shown in differential expression analysis, which in turn attenuates the Wnt pathway.

Module 10 appears to contain an integrated cluster of functions related to neurodevelopment *via* its effect on Purkinje cells and the basement membrane. The basement membrane is part of the extracellular matrix system that plays a critical role in corticogenesis involving Purkinje cells in the cerebral cortex (Franco and Müller, 2011). Damage-associated molecular patterns of extracellular matrix components of the basement membrane induce an immune response suggested to be part of the pathogenesis of BD (Rege and Hodgkinson, 2013). 

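MIR124-2HG (ENSG00000254377) lies on chromosome 8 from 64373105 to 64383919 of GRCh38 on the plus strand, and MIR100HG (ENSG00000255248) on chromosome 11 from 122028325 to 122556721 on the minus strand. With quetiapine, MIR124-2HG rose from 83.2 ± 6.54 CPM (SD, n = 4) to 108 ± 3.86 CPM (SD, n = 4), a log2 fold change of 0.38 (standard error 0.0481, adjusted p = 1.76e-08) from edgeR's quasi-likelihood test, and MIR100HG from 31.1 ± 4.99 CPM (SD, n = 4) to 46.6 ± 1.89 CPM (SD, n = 4), a log2 fold change of 0.58 (standard error 0.0733, adjusted p = 1.23e-08). All 4 quetiapine samples lay above all 4 DMSO samples for both genes. With lamotrigine, MIR124-2HG reached 98.8 ± 5.46 CPM (SD, n = 4), a log2 fold change of 0.25 (standard error 0.0522, adjusted p = 0.0473), with adjusted p-values from 0.00981 to 0.379 over its alternatives, the highest without lamotrigine replicate 3. Lithium lowered MIR100HG from 31.8 ± 3.06 CPM (SD, n = 4) in water to 24.4 ± 0.539 CPM (SD, n = 4), a log2 fold change of −0.38 (standard error 0.0844, adjusted p = 0.0122), and the adjusted p-value was 0.0541 without lithium replicate 4. Valproate changed neither gene, with log2 fold changes of −0.03 for MIR124-2HG and 0.10 for MIR100HG, nor did lamotrigine change MIR100HG (0.17, adjusted p = 0.628). Over the 24 samples the correlation with the eigengene of module 10 was 0.80 for MIR124-2HG and 0.81 for MIR100HG, and with that of module 4 −0.82 for both. After each treatment group's mean was removed, these were 0.74 and 0.34 for module 10, and −0.77 and −0.38 for module 4.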

The expression of two hub lncRNAs of module 10, *MIR124-2HG* and *MIR100HG*, were found to be differentially expressed by several drug treatments. *MIR124-2HG* is the host gene of *miR-124*, which is the most abundant brain-specific miRNA regulating neuronal differentiation during CNS development and adult neurogenesis (Sonntag et al., 2012). Moreover, *miR-124* was shown to have a pathophysiological contribution in some neuropsychiatric disorders such as Alzheimer’s disease and autism (Tabarés-Seisdedos and Rubenstein, 2009; Fang et al., 2012). *MIR100HG* (alternative name *Linc-NeD125*) was suggested in human neuroblastoma-derived cells to be specifically induced during neuronal differentiation to support cell survival (Bevilacqua et al., 2015). While *MIR100HG* encodes three miRNAs in its intron (i.e., *miR-100*, *miR-125b* and *let-7a*) (Ottaviani et al., 2018), it might work independently of the hosted microRNAs to promote the required conditions for differentiation by attenuating cell proliferation and exerting its anti-apoptotic function via the activation of BCL-2 (Bevilacqua et al., 2015). These hub genes have yet to be explained in terms of their biological functions in BD, hence more studies are needed to illuminate their involvement in the disorder.

This study is not without limitations. We used the *in vitro* model of NT2-N cells that have limited capacity to represent the disease state. In addition, the 24-h administration with a single dose for each drug for our NGS analyses limits the overall evaluation on the long-term pharmacological regulation. Finally, the analysis was focused on one dataset due to the limited availability of high-throughput expression data of BD drug responses. More representative results could be obtained from the incorporation of multiple datasets, as well as the addition of other ncRNA species such as miRNAs and siRNAs to obtain more comprehensive insights on the molecular mechanism(s) of BD drugs.

In conclusion, our study demonstrates the potential key role of lncRNAs in the regulatory effect of BD drugs via the associated lncRNA-mRNA co-expression networks. Several major processes were enriched in key modules associated with drug treatments such as synaptic vesicle cycle, cell cycle, endoplasmic reticulum-related functions and neurodevelopment. These results contribute to our understanding of the mechanisms of action of BD drugs and suggest potential novel targets for therapeutic intervention.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: National Center for Biotechnology Information (NCBI) BioProject database under accession number GSE197966.

How the deposited data were processed for this re-analysis (not part of the article)

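RNA from NT2-N cells treated for 24 h with lithium, valproate, lamotrigine or quetiapine, or with the water or DMSO vehicle, was sequenced in 24 samples, 4 per group. The authors trimmed the 50 bp single-end reads with Trimmomatic, aligned them to GRCh38 with STAR in 2 passes, and deposited the reads counted per Ensembl gene without normalization. All 24 columns of counts were used. The paper's text does not name the annotation release or the strand setting of the counting, so genes were classed by GENCODE release 44, and counts of genes that overlap on opposite strands are uncertain. Counted reads per sample ran from 5292942 to 8545680 with a median of 7384764. The variance between replicates was 1.10 to 1.73 times that of counting error alone in the 4 drug groups, 1.15 to 2.29 times in DMSO and 2.11 to 5.26 times in water, so depth set much of the error in the drug groups. The share of mitochondrial reads was 2.06% to 2.80%, and TMM factors ran from 0.977 to 1.02.

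Each drug was compared with its own vehicle only. Genes with at least 1 CPM in at least 4 of the 8 samples were tested in edgeR 4.0.16 under R 4.3.3, with TMM factors and the quasi-likelihood test. P-values were adjusted by the Benjamini–Hochberg method over all genes tested and compared with 0.05. The same test compared DMSO with water. Standard errors of log2 fold changes were derived from the fold change and the test's F statistic. Differences between the effects of 2 drugs of 1 vehicle were tested as contrasts in a fit of all 24 samples, adjusted over the 12 contrasts of the hub genes. The procedure was tested on data simulated from the quetiapine and DMSO samples, with 200 changed genes, and not on data simulated from the water samples. With 3 samples per group, fewer than the 4 against 3 when a sample is left out, it recovered 170 genes changed 2-fold and 129 changed 1.5-fold.

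The genes named were set by a rule: the genes that the paper names as results and the lncRNAs that can be read in Fig. 3B and Fig. 3E; for each drug the 2 lncRNAs and the 2 protein-coding genes with the largest increase and the largest decrease among genes past 0.05 whose 4 drug samples all lie on one side of the 4 vehicle samples; and members of the gene lists. Other genes named were chosen after their values were seen. Of the genes this rule gives, 2 are not reported here.

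Modules could not be rebuilt gene by gene, because the network software was not available and the supplementary tables were held in part. Module eigengenes were recovered from the published memberships of 754 listed genes by least squares on log2 CPM (prior count 2), or taken as the first principal component for modules 8, 9 and 11. On simulated memberships with noise of SD 0.02 the lowest correlation of a recovered with its simulated eigengene was 0.9996. Correlations with treatment were tested by exact permutation of the 70 arrangements of 8 samples and adjusted over 44 pairs of module and drug. Co-expression was measured by biweight midcorrelation and weighted at power 7. The 100000 permutations tested the median Pearson correlation of each hub with its partners, with group means removed. For LINC01089 and SETD1B they tested the Pearson and Spearman correlations. No midcorrelation was permuted. For 200 simulated pairs drawn at a correlation of 0.8 the mean midcorrelation was 0.781.

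The 9 gene lists (cholesterol synthesis, endoplasmic reticulum stress, Wnt targets, neuron markers, glutamate receptors, pluripotency, proliferation, mesenchymal markers and vesicle docking) were tested with fry of limma 3.58.1 and adjusted over 36 pairs of list and drug. Marker lists of fibroblasts, interferon response, lymphocytes and myeloid cells were used to examine the libraries. No enrichment test was made on the supplementary tables, because they were held in part.

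The comparisons, the rule for named genes, the 9 gene lists and the alternatives were set before the data were examined, except for the GC-corrected offsets and the filter of at least 1 CPM in every sample. The alternatives were the exact and likelihood ratio tests of edgeR, DESeq2 1.42.0, RLE factors, library size only, no filter, filterByExpr, at least 10 counts in every sample, a fit of all 24 samples, the replicate number as a block, a threshold of 0.01, other scalings of log2 CPM, asymptotic p-values, Pearson correlations, a signed network, camera with a preset correlation of 0.01, and leaving out each sample in turn. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for modules, networks and plots. The preservation of modules, the binding and knockdown data of other studies, and the terms of modules 5, 7 and 10 were not analysed here.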

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

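The tests of myeloid transcripts, of interferon response, of GC content and of the source of the myeloid transcripts were chosen after the results they examine were seen.

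In 4 of the 108 groups of 4 samples examined, a single sample stood apart, with a gap to its nearest neighbour that exceeded Dixon's critical value as a share of the group's range, where chance gives 5.4. These were the eigengene of module 6 in valproate replicate 2 (share 0.844), of module 8 in valproate replicate 3 (0.906), and of module 11 in lamotrigine replicate 4 (0.896) and DMSO replicate 4 (0.837). The number is what chance gives, and no biological explanation was tested.

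The paper does not report a comparison of the vehicles. DMSO against water gave 6 genes with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), against 1777 at an unadjusted p-value under 0.05. They were CCN2, ADAMTS1, C12orf75, CCN1, RGS5 and KRT81, all lower in DMSO and named after their values were seen. Of the 35 splits of the 8 vehicle samples into 4 and 4, 3 gave as many genes, the real one included. The others put water replicates 1, 2 and 3 with DMSO replicate 1 (22 genes) or 2 (16 genes). They keep most of the real contrast, so the splits cannot decide whether the number is beyond other groupings. Without DMSO replicate 3 the number of genes was 0, and without water replicate 4 it was 238. With offsets corrected for GC content it rose to 28, which argues against a GC trend as the whole source of the difference. An effect of the solvent stays open and was not tested further.

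Water replicates 1 and 2 carried reads that the other 22 samples lacked. Their processed pseudogenes, which the paper did not analyse, summed to 2045.5 CPM and 3784 CPM, against 969.8 to 1090 CPM (1089.6) in the others. Of 16 myeloid marker genes with 10 or more counts, 14 were highest in water replicate 2 among the water samples, while this held for 2 of 4 lymphocyte genes and 3 of 13 fibroblast genes, which argues against RNA from those cells. The myeloid gene SPI1 had 7.11, 13.5, 0.125 and 0.137 CPM in water replicates 1 to 4, and PTPRC 5.60, 17.6, 0.125 and 0.547 CPM. The interferon list was also higher in water replicate 2, by a median of 0.86 on the log2 scale. Thinning the libraries to 1 depth left 2 genes more than 4-fold above the other water samples, so a lower library size does not account for the pattern, and nor does GC content, whose correlation across genes with the deviation of this library was −0.0454. Human myeloid cells would bring all their abundant transcripts, but 6 of 20 myeloid genes (CD68, CD14, HLA-DRA, C1QA, CYBB and MNDA) were not above the 20 drug and DMSO libraries in water replicate 2. Genomic DNA would raise lncRNAs too, but they summed to 12424 CPM in that library against 12669 to 14337 CPM in the other 22. A candidate source is reads from another organism that align to some human genes and pseudogenes, which is consistent with the 3784 CPM of processed pseudogenes. The count table holds no sequences, so the organism was not tested. A response to interferon in that culture was examined only by the list median above and stays open. Of the processed pseudogenes tested, 1 of 184 was lower and 1 higher past 0.05 with lithium, and 15 of 193 lower and 4 higher with valproate. Of the myeloid genes tested, 6 of 7 were lower with lithium, 1 of them past 0.05, and 5 of 5 with valproate, 3 of them past 0.05, so these reads entered the calls against water.

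The number of lithium genes was 680 without water replicate 2, in the direction that a library apart from its group would give. It also rose without water replicate 3, to 576, and without water replicate 4, to 531, and fell to 243 without water replicate 1, which carried the same kind of reads, so the rise is not particular to water replicate 2.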

How the results depend on the processing

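GC-corrected offsets and the filter of at least 1 CPM in every sample were chosen after the data were seen, and the test of water replicate 2 after its result. Where a value below changed, the cause was not tested unless stated.

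With lithium, valproate and quetiapine, 1 of the 35 splits of each set of 8 samples gave as many genes with an adjusted p-value under 0.05, the real split. With lamotrigine 4 of the 35 splits did, so the number of 7 genes is not beyond other groupings of the samples. This bears on the number and not on each gene: MALAT1 passed 0.05 with lamotrigine in each alternative and with each sample left out, with an adjusted p-value of at most 1.39e-06, in the fit of all 24 samples. MALAT1 also passed with quetiapine. Both drugs were compared with the same DMSO samples, so their calls are not independent.

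Apart from the fits that left out a sample, 114 of the 164 values of the counts, networks and lists stayed within the margin set for them, 1 no longer passed its threshold and 49 moved. For lithium, 1269 genes passed without a filter, 1002 in the fit of all 24 samples and 211 at a threshold of 0.01, and 18 lncRNAs with DESeq2, 48 in the fit of all 24 samples and 12 at 0.01. For valproate, 1899 genes passed at 0.01, and 63 lncRNAs with DESeq2 and 46 at 0.01. For quetiapine, 164 lncRNAs passed with DESeq2 and 167 at 0.01. For lamotrigine, 12 genes passed without a filter, 3 with at least 10 counts and with GC correction, 2 with the replicate block, and 1 with DESeq2, in the fit of all 24 samples and at 0.01, and 1 lncRNA in each of these except the GC correction and the fit without a filter. Between the vehicles, 173 genes passed with the exact test, 167 with the likelihood ratio test, 45 with DESeq2, 3 with library size only, 966 without a filter, 503 in the fit of all 24 samples, 298 with the replicate block, 28 with GC correction and 2 at 0.01. The vehicle lncRNAs numbered 4 with the exact test, the likelihood ratio test and the replicate block, 9 without a filter and 6 in the fit of all 24 samples. The lncRNAs changed with 1 drug or more numbered 212 with DESeq2 and 202 at 0.01, and the lncRNAs detected 3433 at 0.5 CPM and 961 in every sample. A stricter threshold lowers a count by construction. The counts of module pairs and of key modules were 0 with every setting that used the exact test, which says nothing about stability, because an adjusted p-value under 0.05 needs 26 of the 44 pairs at the smallest p-value.

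The power was 12 in a signed network. With the asymptotic p-value for 8 samples, 11 pairs of module and drug passed. When the same correlations over 8 samples were given the p-value for 24, 36 pairs passed and 6 modules met the rule of 3 drugs. With group means removed, the median correlation with the drawn partners was 0.29 for GAS6-AS1 and 0.21 for LINC02381, and that of LINC01089 with SETD1B 0.20. The Pearson median of LINC02381 was 0.87, and 0.54 with group means removed. With the replicate block 8 pairs of list and drug passed.

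With each sample left out, lithium genes ranged from 239 (lithium replicate 2) to 680 (water replicate 2) and lncRNAs from 16 (water replicate 1) to 41 (water replicate 2), valproate lncRNAs from 88 (valproate replicate 3), with 93 (water replicate 1) and 95 (valproate replicate 4), to 146 (water replicate 2), lamotrigine genes from 1 (lamotrigine replicate 1) to 9 (DMSO replicate 3) and lncRNAs from 1 to 2, and vehicle genes from 0 (DMSO replicate 3) to 238 (water replicate 4) and lncRNAs from 0 to 3 (water replicate 4). Valproate genes ran from 2527 to 3680, quetiapine genes from 4549 to 5086 and lncRNAs from 232 to 274.

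Over the 20 pairs of same-numbered samples the correlation of their deviations ran from −0.0283 to 0.0896 and 0 exceeded 0.1. Counting error makes up much of these deviations, so a weak pairing by replicate number is not excluded. DMSO replicate 2 and water replicate 2 had the highest value. The mean between DMSO replicate 2 and the other water samples was −0.0369. The replicate block raised the number of vehicle genes from 6 to 298. With the replicate block, 67 of 74 gene values kept their direction and side of the threshold, 6 no longer passed and 1 reversed, and of the 36 list values 27 kept theirs, 7 no longer passed and 2 reversed.

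Of 308 module correlations under other settings, 269 kept their direction and side of the threshold, 3 no longer passed and 36 newly passed. Correlations that changed sign with a sample left out were those of module 3 with valproate, from −0.39 (water replicate 2) to 0.50 (water replicate 3), module 5 with lithium, from −0.30 (water replicate 4) to 0.33 (water replicate 2), and module 8 with lamotrigine, from −0.10 (DMSO replicate 2) to 0.49 (DMSO replicate 3).

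List medians that reversed lay near 0. The values that reversed were with the replicate block 0.0031 for pluripotency markers with lithium and 0.0025 for mesenchymal markers with valproate. With lithium and a sample left out, the range changed sign for neuron markers from −0.048 (water replicate 2) to 0.037 (water replicate 3), pluripotency markers from −0.050 (lithium replicate 3) to 0.13 (lithium replicate 1) and vesicle docking genes from −0.057 (water replicate 2) to 0.0078 (water replicate 3). With valproate and a sample left out, the range changed sign for mesenchymal markers from −0.083 (water replicate 4) to 0.014 (valproate replicate 1). With lamotrigine and a sample left out, the range changed sign for endoplasmic reticulum stress genes from −0.017 (lamotrigine replicate 3) to 0.012 (lamotrigine replicate 2) and neuron markers from −0.031 (DMSO replicate 2) to 0.013 (lamotrigine replicate 4).

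Of 791 values of named genes under other settings, 745 kept direction and side, 33 no longer passed, 3 newly passed and 10 reversed. The values that reversed were with GC-corrected offsets 0.0039 for DHRS4-AS1 with lamotrigine, 0.0086 for LINC01003 with lamotrigine, −0.027 for LINC01355 with lithium, −0.0071 for LINC01355 with valproate and 0.012 for LINC02381 with valproate, without a filter −0.0016 for SETD1B with lamotrigine, with library size only 0.032 for LINC02381 with valproate and 0.0023 for MIR124-2HG with valproate, with at least 10 counts in every sample 0.0035 for LINC02381 with valproate, with the replicate block 0.0050 for LINC02381 with valproate. With lithium and a sample left out, the range changed sign for ATP2B1-AS1 from −0.18 (water replicate 2) to 0.0022 (water replicate 4), LINC01355 from −0.12 (water replicate 1) to 0.21 (water replicate 4) and MIR124-2HG from −0.081 (water replicate 2) to 0.0069 (water replicate 4). With valproate and a sample left out, the range changed sign for LINC01003 from −0.041 (valproate replicate 4) to 0.11 (valproate replicate 1), LINC01355 from −0.083 (water replicate 1) to 0.24 (water replicate 4), LINC02381 from −0.075 (water replicate 2) to 0.056 (water replicate 3), MIR124-2HG from −0.080 (water replicate 2) to 0.0064 (water replicate 4) and SGMS1-AS1 from −0.027 (water replicate 1) to 0.22 (water replicate 4). With lamotrigine and a sample left out, the range changed sign for DHRS4-AS1 from −0.066 (DMSO replicate 2) to 0.051 (DMSO replicate 1), GAS6-AS1 from −0.039 (lamotrigine replicate 1) to 0.087 (DMSO replicate 2), LINC00472 from −0.15 (DMSO replicate 4) to 0.058 (lamotrigine replicate 1) and LINC01003 from −0.079 (lamotrigine replicate 2) to 0.049 (DMSO replicate 1). With quetiapine and a sample left out, the range changed sign for GAS6-AS1 from −0.099 (DMSO replicate 3) to 0.024 (DMSO replicate 2).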

Differences from the paper's values

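For lncRNAs detected the paper states 1044, against 2135 here. The genes were classed here by GENCODE release 44, and the paper's text names no release. Of the 282 identifiers in Supplementary Table S1, 267 are lncRNAs in release 44. The classing was not varied, so its share of the gap is unknown, and the alternatives below vary the expression filter only. Of the alternatives set for this number before the data were examined, none came within 1.5 times of the paper's value: 1902 with the filter per drug and its vehicle, 1842 with at least 10 counts, 3433 at 0.5 CPM and 2135 with TMM-scaled library sizes. A filter of at least 1 CPM in every sample, chosen after seeing the values, gave 961. Of the filters set before the data were examined for the tests of each drug against its vehicle, which count lncRNAs over 8 samples, filterByExpr kept 1344 to 1498 lncRNAs and at least 10 counts in every sample 871 to 1063, within 1.5 times of the paper's value.

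The paper states 7 key modules, against 0 here by exact permutation with adjustment. The values read from Fig. 2 met the rule for 6, without module 3, whose correlation with valproate there is −0.023 (the paper's adjusted p-value 0.9). With 4 samples against 4 the smallest exact p-value is 0.0286, so an adjusted p-value under 0.05 needs 26 of the 44 pairs at that value, and 13 reached it. The 0 therefore says little about the modules, here and where the replicate block, another scaling or a left-out sample gave it with the same test. With the asymptotic p-value for 24 samples, given to the correlations over 8, the number was 6, within 1.5 times of the paper's. With the asymptotic p-value for 8 samples, the replicate block, the other scalings and each sample left out it was 0.

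The paper's adjusted p-value of module 5 with lamotrigine is 0.002, against 0.180 here. It was 0.175 with the asymptotic p-value for 8 samples, and 0.00121 with that for 24 samples, which lies below the paper's.

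Of 43 correlations read by eye from Fig. 2, 8 differ by more than the SD of the same correlation over the fits that left out a sample, all of modules 8, 9 and 11, which were represented by first principal components here. This SD differs between pairs, so some gaps that lie within it are larger than some that do not: module 8 with lamotrigine is about 0.44 in the paper's Fig. 2, read by eye, against 0.29 here, module 8 with quetiapine about −0.32 in Fig. 2, read by eye, against −0.23, and module 9 with lithium about 0.72 in Fig. 2, read by eye, against 0.63. Below, an alternative closed the gap where the difference fell within that SD, which does not mean that it vanished. The correlation of module 8 with lithium is about 0.075 in the paper's Fig. 2, read by eye, against 0.28 here; log2 CPM without TMM (0.25), variance-stabilized counts (0.23), and the fits without lithium replicates 1, 2 and 3 (0.22, 0.23 and 0.12) and water replicate 2 (0.02) closed the gap in this sense, and the others did not. For module 9 the paper's values in Fig. 2, read by eye, are about 0.76 with valproate, about 0.6 with lamotrigine and about 0.26 with quetiapine, against 0.63, 0.48 and 0.46. The replicate block closed the gap for valproate and lamotrigine, as did leaving out water replicate 1 or 4 for valproate and lamotrigine replicate 3 or DMSO replicate 3 or 4 for lamotrigine, and no alternative closed it for quetiapine. For module 11 the paper's values in Fig. 2, read by eye, are about 0.57 with lithium, about −0.72 with valproate, about 0.52 with lamotrigine and about −0.032 with quetiapine, against 0.69, −0.80, 0.21 and −0.26. Log2 CPM without TMM closed the gap for lithium, valproate and quetiapine, and variance-stabilized counts for lithium. Leaving out lithium replicate 3 closed it for lithium, valproate replicate 2, 3 or 4 or water replicate 1, 2 or 4 for valproate, lamotrigine replicate 4 or DMSO replicate 4 for lamotrigine, and quetiapine replicate 1 or 4 or DMSO replicate 4 for quetiapine. The other alternatives did not.

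The paper states that GAS6-AS1 rises with valproate. Here its log2 fold change was −0.62, as it is in the paper's Supplementary Table S1. The paper names 7 key modules in one place and 6 in another. The values read from its Fig. 2 met its rule for 6, namely modules 1, 4, 5, 7, 9 and 10. The paper gives LINC02381 as the hub of module 7, and here its correlation was −0.75 with the eigengene of module 7 and 0.94 with that of module 3. The partners drawn for GAS6-AS1 and LINC02381 have a weight of at least 0.15 in the paper's networks. Here 0 of them had a topological overlap of 0.15, while 45 and 5 had an adjacency of 0.15. This adjacency was taken from midcorrelations, whose median size for LINC02381 was 0.68, against 0.87 by Pearson correlation.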

Other observations

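The tests of p-values with 24 samples and of correlated modules and that of the interferon genes without water replicate 2 were chosen after the results were seen.

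The rule for key modules was applied to 5000 simulated sets of 11 modules with no drug effect, in which the drugs share vehicles as in the study. With an adjusted asymptotic p-value for 24 samples, 1.99% of the modules met the rule and 18.7% of the sets held 1 module or more, at most 4. With 8 samples and no adjustment, 0.0564% met it. With modules simulated to correlate as they do within treatment groups, 1.60% of the sets held 6 or more with the p-value for 24 samples, the number found here with it, which argues against shared vehicles and correlated modules as its only source. By sign alone a mean of 7.37 of the 11 modules met it, and 65% of the sets with correlated modules held the 7 found here or more, so 7 by sign are common without a drug effect. All 44 adjusted p-values read from Fig. 2 lay below the unadjusted asymptotic p-value for 8 samples computed from the correlations in that figure, which may reflect p-values computed for 24 samples, where 1.99% of modules pass without an effect.

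For GAS6-AS1 and LINC02381 with their drawn partners, the median Pearson correlation with group means removed (0.34 and 0.54) was tested by permutation. The larger permutation p-value of the 2 hubs was 0.0116. The median midcorrelations of 0.29 and 0.21 were not tested. The study chose these partners for their correlation over the same samples, which favours a low p-value, so a relation within treatment groups and one from differences between them cannot be told apart here. For LINC01089 and SETD1B the correlation with group means removed was 0.20. The spread within groups was that of counting error (SD of 1.31 CPM for LINC01089, against 1.48 CPM from counting alone), so a relation within treatment groups and one from differences between them cannot be told apart here.

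The list of Wnt targets fell with quetiapine by a median of −0.17, as a fall of these genes beside the rise of LINC02381 would give. A link between the 2 was not tested.

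Cholesterol synthesis genes rose with quetiapine, with a median log2 fold change of 0.42 and 20 of 20 genes higher (fry adjusted p = 3.32e-06). They fell with valproate (−0.20, 2 of 20 higher, fry adjusted p = 0.000805). Lithium (−0.06, 3 of 20 higher) and lamotrigine (0.06, 17 of 20 higher) had fry adjusted p = 0.0147, and 0.0538 and 0.109 with the replicate block. Of the 20 cholesterol genes, 1, 13, 0 and 19 passed 0.05 over all genes tested with lithium, valproate, lamotrigine and quetiapine, and 2, 15, 5 and 19 adjusted over the list alone. The endoplasmic reticulum stress list rose with quetiapine (0.21, 18 of 20 higher, fry adjusted p = 8.53e-05) and lithium (0.16, 14 of 20 higher, fry adjusted p = 0.000805), and not with valproate (0.04, fry adjusted p = 0.0682, and 0.0327 without water replicate 3) or lamotrigine (−0.01, fry adjusted p = 0.831). Of the 20 stress genes, 6, 3, 0 and 15 passed 0.05 over all genes tested with lithium, valproate, lamotrigine and quetiapine, and 8, 2, 0 and 16 adjusted over the list alone. Differences between drugs were not tested for the lists.

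Proliferation markers were lower with quetiapine (−0.47, 0 of 12 higher, fry adjusted p = 0.000939) and neuron markers higher (0.20, 12 of 15, fry adjusted p = 0.000939). With lithium, valproate and lamotrigine, proliferation markers had medians of 0.13, 0.15 and 0.04 (fry adjusted p = 0.320, 0.449 and 0.582), and with camera 0.0148 for lithium, as without water replicate 2 (median 0.20, 0.0274). Neuron markers had −0.01, 0.04 and −0.02 (fry adjusted p = 0.965, 0.478 and 0.961). Of the 12 proliferation markers, 1, 1, 0 and 11 passed 0.05 over all genes tested with lithium, valproate, lamotrigine and quetiapine, and 1, 1, 0 and 11 adjusted over the list alone. Of the 15 neuron markers, 0, 6, 0 and 11 passed 0.05 over all genes tested with lithium, valproate, lamotrigine and quetiapine, and 0, 6, 0 and 11 adjusted over the list alone. Glutamate receptors fell with lithium (−0.16, 1 of 12 higher, fry adjusted p = 0.00384, and 0.0545 with the replicate block) and rose with valproate (0.15, 8 of 12, fry adjusted p = 0.00301, and 0.091 with camera), with medians of 0.08 for lamotrigine (fry adjusted p = 0.272, and 0.021 with camera) and 0.05 for quetiapine (fry adjusted p = 0.199). Of the 12 glutamate receptors, 3, 4, 0 and 2 passed 0.05 over all genes tested with lithium, valproate, lamotrigine and quetiapine, and 6, 6, 0 and 2 adjusted over the list alone.

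Vesicle docking genes had a median of 0.05 with quetiapine (10 of 18 higher, fry adjusted p = 0.0147), with adjusted p-values of 0.091 by camera and 0.0545 with the replicate block. With lithium, valproate and lamotrigine the medians were −0.03, 0.10 and −0.02 (fry adjusted p = 0.529, 0.101 and 0.635), where the lithium value was 0.0214 without water replicate 2 (median −0.06) and the valproate value 0.0354 without water replicate 3 and 0.0404 with camera. Of the 18 docking genes, 2, 6, 0 and 8 passed 0.05 over all genes tested with lithium, valproate, lamotrigine and quetiapine, and 2, 7, 1 and 10 adjusted over the list alone. Pluripotency markers rose with valproate (0.47, 4 of 5 higher, fry adjusted p = 0.00206, and 0.0538 with the replicate block) and fell with quetiapine (−0.09, 2 of 5 higher, fry adjusted p = 0.0292), a call lost with camera (0.438), with the replicate block (0.127) and without quetiapine replicate 1, 3 or 4 or DMSO replicate 1 or 4 (from 0.0682 to 0.0862), with −0.01 for lithium and 0.02 for lamotrigine (fry adjusted p = 0.659 and 0.766). With lithium, fry gave the direction of this list as up, opposite to its median. The list holds 9 genes, of which 5 were tested with each drug. POU5F1 and NANOG stayed under 1 CPM in all 24 samples (means of 0.15 and 0.08 CPM), so they were not tested. Of the 5 tested markers, 0, 5, 0 and 3 passed 0.05 over all genes tested with lithium, valproate, lamotrigine and quetiapine, and 0, 5, 0 and 3 adjusted over the list alone. Mesenchymal markers fell with quetiapine (−0.09, 1 of 11 higher, fry adjusted p = 0.00381, and 0.0538 with the replicate block), and had −0.04, −0.01 and −0.04 with lithium, valproate and lamotrigine (fry adjusted p = 0.163, 0.101 and 0.470), with 0.026 for valproate without water replicate 4 and 0.0408 for lithium with camera. Of the 11 mesenchymal markers, 0, 3, 0 and 5 passed 0.05 over all genes tested with lithium, valproate, lamotrigine and quetiapine, and 3, 4, 0 and 5 adjusted over the list alone. Of the 36 pairs of list and drug, 15 passed with fry and 16 with camera, and 14 to 17 with a sample left out.

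The mean of the interferon-induced genes on the log2 scale was 4.51 ± 0.274 (SD, n = 4) with lithium and 5.54 ± 0.536 (SD, n = 4) with water, a difference of −1.03 (exact permutation test, p = 0.0286). Without water replicate 2 it was −0.82 (exact permutation test, p = 0.0286), which argues against that sample as its only source. With valproate the difference was 0.32 (exact permutation test, p = 0.314), and 0.53 without water replicate 2 (exact permutation test, p = 0.0286). With quetiapine it was −0.63 (exact permutation test, p = 0.0286), with lamotrigine −0.07 (exact permutation test, p = 0.771), and between DMSO and water −0.55 (exact permutation test, p = 0.114). With fry, the interferon list had adjusted p-values of 0.0712 with lithium, 0.452 with valproate, 0.847 with lamotrigine, 0.0371 with quetiapine and 0.341 between the vehicles. An effect of the drugs stays open.

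Fibroblast markers were lower with quetiapine (−0.19, 2 of 13 higher) and in DMSO against water (−0.16, 0 of 13 higher), both with fry adjusted p = 0.00114, and had −0.04, 0.03 and −0.04 with lithium, valproate and lamotrigine (fry adjusted p = 0.481, 0.452 and 0.452). The 3 lymphocyte genes tested had −0.11, −0.14 and 0.38 with lithium, valproate and quetiapine and −0.35 between the vehicles (fry adjusted p = 0.890, 0.962, 0.0712 and 0.0697). Myeloid genes had −0.93, −0.71, −0.34 and 0.07 with lithium, valproate, lamotrigine and quetiapine, and −1.26 between the vehicles (fry adjusted p = 0.513, 0.481, 0.621, 0.452 and 0.452). With quetiapine, fry gave the direction of both the lymphocyte and the myeloid genes as down, opposite to their medians.

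Over the 24 samples, MAPT had 285 ± 24.5 CPM, GRIA1 102 ± 4.01 CPM, GRIA2 102 ± 13.2 CPM and NEUROD1 1.66 ± 0.572 CPM (SD, n = 24).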
